# Contribution of time of day and the circadian clock to the heat stress responsive transcriptome in *Arabidopsis*

**DOI:** 10.1038/s41598-019-41234-w

**Published:** 2019-03-18

**Authors:** Emily J. Blair, Titouan Bonnot, Maureen Hummel, Erika Hay, Jill M. Marzolino, Ivan A. Quijada, Dawn H. Nagel

## Abstract

In *Arabidopsis*, a large subset of heat responsive genes exhibits diurnal or circadian oscillations. However, to what extent the dimension of time and/or the circadian clock contribute to heat stress responses remains largely unknown. To determine the direct contribution of time of day and/or the clock to differential heat stress responses, we probed wild-type and mutants of the circadian clock genes *CCA1*, *LHY*, *PRR7*, and *PRR9* following exposure to heat (37 °C) and moderate cold (10 °C) in the early morning (ZT1) and afternoon (ZT6). Thousands of genes were differentially expressed in response to temperature, time of day, and/or the clock mutation. Approximately 30% more genes were differentially expressed in the afternoon compared to the morning, and heat stress significantly perturbed the transcriptome. Of the DEGs (~3000) specifically responsive to heat stress, ~70% showed time of day (ZT1 or ZT6) occurrence of the transcriptional response. For the DEGs (~1400) that are shared between ZT1 and ZT6, we observed changes to the magnitude of the transcriptional response. In addition, ~2% of all DEGs showed differential responses to temperature stress in the clock mutants. The findings in this study highlight a significant role for time of day in the heat stress responsive transcriptome, and the clock through *CCA1* and *LHY*, appears to have a more profound role than *PRR7* and *PRR9* in modulating heat stress responses during the day. Our results emphasize the importance of considering the dimension of time in studies on abiotic stress responses in *Arabidopsis*.

## Introduction

The clock enables organisms to synchronize their metabolism, physiology, and development to predictable daily and seasonal environmental changes conferring enhanced fitness and growth vigor in the plants^1–4^. Time of day information is gathered through key inputs such as light, temperature, and metabolite levels^5–9^. Underlying the clock network are multiple feedback loops, with interconnected components that interact both negatively and positively to influence a wide range of cellular and biological processes^1–3,10–15^. At the core of the oscillator, two closely related Myb domain transcription factors (TFs), CIRCADIAN CLOCK ASSOCIATED1 (CCA1) and LATE ELONGATED HYPOCOTYL (LHY), both expressed in the morning, negatively regulate the expression of the evening phased clock gene *TIMING OF CAB EXPRESSION1 (TOC1*)^16–19^. TOC1 in turn completes the loop by regulating *CCA1* and *LHY* expression in the late evening^16–19^. Besides this core feedback loop, CCA1 and LHY regulate the expression of *PSEUDO RESPONSE REGULATOR 7 (PRR7)* and *PRR9*, which are expressed during the day as part of a morning regulatory loop^20–22^. These four components (*CCA1*, *LHY*, *PRR7* and *PRR9*), along with a few other evening expressed clock genes, are important for maintaining a relatively constant period (~24 h) within a range of growth permissive temperatures (~12–30 °C)^23–25^.

Both temperature and the clock control many aspects of plant growth and fitness through extensive regulation of gene expression^4,26–28^. The clock also directly influences key crop traits while high temperature stress can alter crop productivity^29,30^. Based on transcriptome experiments, up to 50% of the genes responsive to heat, cold, salinity, osmoticum, or water deprivation show circadian rhythmicity in *Arabidopsis*^31–33^. Rhythmic expression of abiotic stress-responsive genes is also observed in soybean and barley^34,35^.

Mechanistically, the clock is able to regulate the expression of these stress responsive genes by controlling the magnitude or occurrence of the response based on time of day, a process referred to as gating^32,36–40^. The relevance of time of day transcriptomic changes for a given stress response such as drought or cold has been comprehensively examined and continues to emerge^37,38,40–42^. For example, cold induction of the *C-REPEAT BINDING FACTORS* (*CBFs;* also known as *DEHYDRATION-RESPONSIVE ELEMENT-BINDING (DREB)* TF transcript levels in response to cold (4 °C) is higher in the early morning (4 h after dawn) versus evening (16 h after dawn), and this response is altered in the *CCA1 (cca1-11)* and *LHY (lhy-21)* clock mutants^43–45^.

Numerous transcriptomic studies following various degrees of high temperature stress have been reported^46–54^. However, most of these studies lack information on the dimension of time, suggesting that some heat stress responsive genes might be overlooked. A recent targeted study suggests a role for the evening expressed clock components *TOC1* and *PRR5* in gating the molecular responses of select genes to warm temperature (high ambient temperature)^55^. However, a global understanding of the contribution of time of day and/or the clock to the high temperature responsive transcriptome during the day period when plants are exposed to maximum heat stress and likely primed for high temperature remains incomplete^56^.

Therefore, to determine to what extent time of day and the circadian clock contribute to differential transcriptional responses under heat stress in *Arabidopsis*, we assayed for transcriptomic changes under temperature stress in the early morning (ZT1) and the early afternoon (ZT6), times when temperature stress responsive genes and the morning and day expressed clock genes also exhibit peak expression^56^. From the thousands of genes that were differentially expressed in response to heat treatment and time of day (ZT1 vs ZT6), ~33% and ~38% are specific to either ZT1 or ZT6, respectively, while ~30% are shared between both time points. In all three categories, the majority (>50%) of the DEGs were upregulated in response to heat stress, and the response is more evident in the early afternoon relative to the early morning. In addition, among all of the DEGs, 2% showed differential expression in response to temperature stress in the clock mutants and also when compared to wild-type. Our analyses have revealed that during the day when plants are exposed to maximum high temperatures, time of day plays an extensive and important role in modulating the heat stress responsive transcriptome, and this sensitivity is more evident in the early afternoon. In addition, the clock through the morning expressed clock genes *CCA1* and *LHY*, also modulates the heat stress responses preferentially in the early morning. In summary, this analysis provides the first global analysis on the contribution of time of day and/or the clock to heat stress responses in *Arabidopsis*.

## Results and Discussion

### Time of day specific transcriptome changes in response to temperature stress

To first determine how the transcriptional response of clock genes to heat stress is altered, we examined changes in transcript abundance of *CCA1*, *LHY*, *PRR7*, and *PRR9*, clock genes that show peak expression throughout the day period (Fig. 1A). Wild-type (WT) *Arabidopsis* seedlings were exposed to heat stress at two times of day, early morning and early afternoon (indicated in Fig. 1A). These time-points were selected because they relatively correspond to the time of day when genes that are upregulated by heat or downregulated by cold show peak expression (dawn) and when the maximum heat stress responses occur^56^. We performed quantitative real-time PCR (qRT-PCR) on samples collected from seedlings grown in 12 h light/12 h dark cycles (LD) and constant temperature (22 °C) for twelve days, then exposed for 1 hour to 37 °C on day thirteen at dawn or early afternoon (Fig. 1A,B). We observe enhanced expression of *CCA1*, *PRR7*, and *PRR9* and a reduction in *LHY* expression under heat stress, confirming that these clock components are responsive to high temperature stress, and therefore, are likely to affect the transcriptional response of their downstream targets (Fig. 1B). This is consistent with a recent transcriptomic report showing that these clock genes are similarly differentially expressed even after 30 mins of heat treatment (37 °C)^57^.

**Figure 1:**
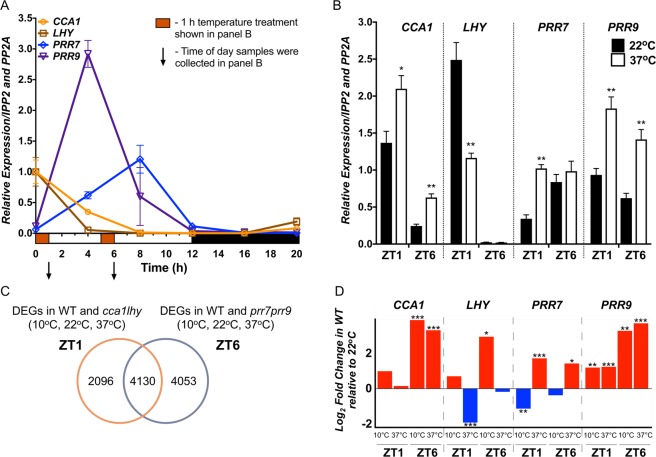
Targeted and global gene expression in response to temperature stress at specific times of the day. (**A**) Expression profile of *CCA1*, *LHY*, *PRR7* and *PRR9* in WT plants grown in 12 h Light:12 h Dark (LD) cycles for 12 d by qRT-PCR to demonstrate the time of peak expression. Hashed box indicates when plants were transferred to 10 °C or 37 °C, and down arrow when samples were collected following temperature treatment, for the results shown in panel B. X-axis, time in hours (h) and Y-axis, relative expression. (**B**) Changes in transcript abundance of *CCA1*, *LHY*, *PRR7*, and *PRR9* following 1 h heat stress treatment (37 °C) as indicated in panel A. mRNA levels were normalized to *IPP2* and *PP2A* expression (mean values ± SD, n = 3, three independent experiments). **P ≤ 0.01; *P ≤ 0.05, unpaired student t-test. X-axis, time of day samples were collected and Y-axis, relative expression. (**C**) Venn diagram depicting the overlapping DEGs between the *cca1lhy* compared to WT at all temperatures (left circle) and the *prr7prr9* compared to WT at all temperature (right circle) datasets. (**D**) Log_2_ Fold Change (LFC) for *CCA1*, *LHY*, *PRR7*, and *PRR9* in WT at 10 °C or 37 °C compared to 22 °C for ZT1 and ZT6 from our RNA-seq data. ***FDR ≤ 0.001; **FDR ≤ 0.01; *FDR ≤ 0.05.

To assess the global gene expression dynamics between time of day, the clock, and heat stress responses, we performed RNA-sequencing (RNA-seq) on WT and mutant *Arabidopsis* seedlings of *CCA1*, *LHY*, *PRR7*, and *PRR9*, using a similar heat treatment (1 h at 37 °C) as described above, and included a moderate cold stress treatment (1 h at 10 °C) to distinguish between heat responsive genes and general temperature responsive genes. We selected the double mutant lines for *CCA1* and *LHY* (*cca1-1/lhy-20*) since these two clock genes showed opposing heat responses, and *PRR7* and *PRR9* (*prr7-3/prr9-1*) to cover both the midday and early afternoon times of the day^21,28,58,59^. Twelve day old WT, *cca1-1/lhy-20* (*cca1lhy*) and *prr7-3/prr9-1* (*prr7prr9*) seedlings were exposed for 1 h to 10 °C or 37 °C at dawn (ZT0, at lights ON) or early afternoon (ZT5, after lights ON) and collected at ZT1 or ZT6, respectively^21,28,59,60^. We filtered the resulting datasets for genes with a Log_2_ Fold Change (LFC) > |1| and False Discovery Rate (FDR) <0.05 to be more inclusive and to consider that even small differences in expression levels might have a significant impact on the regulation of some genes (Supplementary Dataset S1 and S2). 

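At each temperature the targeted clock genes *CCA1* and *LHY* at ZT1 and *PRR7* at ZT6 were lower in every mutant library than in every WT library, and *PRR9* at ZT6 was so at 10 °C and 37 °C. CCA1 (AT2G46830), a morning transcription factor, lay between 2.03 and 5.29 log2 CPM in the 12 *cca1lhy* libraries at ZT1 and between 8.26 and 9.64 in the 11 WT libraries. LHY (AT1G01060), its close relative, lay between 5.94 and 6.99 in *cca1lhy* and between 6.74 and 9.86 in WT over all temperatures. At ZT6 the pseudo-response regulator PRR7 (AT5G02810) lay between 1.73 and 3.70 in the 6 *prr7prr9* libraries and between 6.52 and 8.54 in the 6 WT libraries. Its relative PRR9 (AT2G46790), a repressor of *CCA1* and *LHY*, overlapped between the genotypes at 22 °C, with 2.60 and 3.25 in *prr7prr9* and 2.73 and 2.98 in WT.

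The values cover 35 libraries of seedlings kept for 1 h at 37 °C, 22 °C or 10 °C. WT and *cca1lhy* have 4 libraries per temperature at ZT1, except WT at 10 °C with 3, and WT and *prr7prr9* have 2 per temperature at ZT6. The paper calls the ZT1 libraries biological replicates and those at ZT6 replicates, so the p-values at ZT6 measure only the spread between these samples. All ZT1 libraries carry 1 flowcell number and all ZT6 libraries another, so a difference in level between the times cannot be told from a difference between sequencing runs. Every LFC was therefore taken between libraries of the same time of day.

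The authors trimmed single-end reads with cutadapt, mapped them to TAIR10 with TopHat2 and Bowtie2, counted exons of Araport11 in union mode and added 5 to every count. They scaled the libraries with edgeR and normalized the quantiles with voom, separately at ZT1 and ZT6, and deposited log2 CPM for 37898 genes. Reads per library were recovered from the steps of these values. At ZT1 the WT libraries held 1.11 to 3.83 M (mega) reads at 22 °C (median 1.60), 1.19 to 1.52 M at 37 °C (median 1.32) and 1.85 to 9.28 M at 10 °C (median 6.69). For *cca1lhy* the ranges were 1.93 to 3.25 M (median 1.99), 1.16 to 1.74 M (median 1.37) and 1.78 to 10.2 M (median 5.17). At ZT6 the WT pairs held 16.7 and 20.2 M at 22 °C, 11.7 and 12.2 M at 37 °C and 17.9 and 20.3 M at 10 °C. The *prr7prr9* pairs held 23.9 and 29.0 M, 12.3 and 13.0 M, and 20.3 and 21.4 M.

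The deposited values were fitted here with limma, with a trend of spread on level, over the 6 groups of a time of day. Genes above the lowest value in at least as many libraries as the smallest group were tested, 25727 at ZT1 and 31135 at ZT6. DEGs have a Benjamini-Hochberg adjusted p under 0.05 and LFC > |1|. Responses of WT and mutant were compared as an interaction within the fit, and responses at ZT1 and ZT6 as the difference of their LFCs with the standard error from both fits, each called at an adjusted p under 0.05. LFCs are given ± standard error. A gene without reads has a value of 1.23 at ZT1 and of −1.68 at ZT6, because the added counts weigh more in small libraries, so the LFC of a weakly expressed gene has less room at ZT1. Reads of near-identical genes (histone H4, LHCB1, RBCS, CBF, HSP70, HSP90 and the small HSPs) can land on a relative, and the split between such genes is uncertain. In 4 ZT6 libraries, *prr7prr9* replicate 3 at 37 °C and 22 °C, *prr7prr9* replicate 2 at 10 °C and WT replicate 2 at 37 °C, 27329 to 29244 genes lie above the lowest value, against 24403 to 25871 in their partners. Leaving them out leaves 1 library in each of those groups.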

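Genes other than the targeted clock genes are among those that differ most between the genotypes. These comparisons cannot separate effects of the clock mutations from other differences between the lines, which were not tested. CNGC12 (AT2G46450), a cyclic nucleotide-gated channel of the immune response, was lower in *cca1lhy* than in WT at 22 °C (LFC −4.63 ± 0.29, adjusted p = 1.2e-10; n = 4 per group). MRD1 (AT1G53480), a gene of unknown function first seen in a methionine-overaccumulating mutant, and its neighbour HEI10 (AT1G53490), a RING protein of meiotic crossovers, were lower there as well (−3.65 ± 0.22 and −3.27 ± 0.22). The same genes had the lowest LFCs of *prr7prr9* against WT at 22 °C at ZT6, −6.87 ± 0.62 for *MRD1* and −5.38 ± 0.42 for *HEI10* (adjusted p = 0.0011 and 4.7e-04; n = 2 per group). ASN1 (AT3G47340), an asparagine synthetase of the sugar-starvation response, and MEE14 (AT2G15890), a clock-regulated gene needed in embryos, were higher in *cca1lhy* (3.51 ± 0.36 and 3.34 ± 0.25). RVE8 (AT3G09600), a morning activator of evening genes, and COL2 (AT3G02380), a CONSTANS relative, were higher in *prr7prr9* (3.90 ± 0.23 and 3.88 ± 0.27).

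Over the 9 comparisons of temperature and genotype, limma gave 6358 DEGs at ZT1 and 9502 at ZT6. Genotype contributed 442 DEGs at 22 °C, 549 at 37 °C and 404 at 10 °C at ZT1. At ZT6 it contributed 89, 45 and 44. The ZT6 genotype counts change with single libraries. At 22 °C, 44 DEGs were found without *prr7prr9* replicate 2, 48 without *prr7prr9* replicate 3 and 57 without WT replicate 3. At 37 °C, 368 were found without *prr7prr9* replicate 2. At 10 °C, 14 were found without *prr7prr9* replicate 1, 3 without *prr7prr9* replicate 2, 19 without WT replicate 1 and 3 without WT replicate 2.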

Based on these criteria, we obtained 6266 and 8183 DEGs that represent both the genotype and temperature condition at ZT1 and ZT6, respectively (Fig. 1C; Supplementary Dataset S3). Most of the known clock genes exhibit differential expression in response to temperature stress (Supplementary Dataset S4)^61^. 

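RVE7 (AT1G18330), a morning relative of *CCA1*, was upregulated at 37 °C at both times (LFC 2.25 ± 0.17 at ZT1 and 3.35 ± 0.25 at ZT6). RVE1 (AT5G17300), another relative, which links the clock to auxin, passed the thresholds at 37 °C at ZT6 (3.23 ± 0.21, adjusted p = 1.1e-05) but not at ZT1 (0.85 ± 0.23, adjusted p = 0.0052, and 1.11, adjusted p = 2.5e-04 without WT 22 °C replicate 1), and the difference between the times was 2.38 ± 0.31, adjusted p = 1.4e-05. LNK1 (AT5G64170), a coactivator of these factors, rose at 37 °C at ZT6 (2.27 ± 0.14). At 10 °C *LNK1* fell at ZT1 (−1.21 ± 0.26, adjusted p = 0.0068, and −1.08, adjusted p = 0.063 without WT 10 °C replicate 3) and rose at ZT6 (1.89 ± 0.14, adjusted p = 1.7e-04; difference 3.10 ± 0.30, adjusted p = 9.5e-09). RVE3 (AT1G01520) rose at 10 °C at ZT1 (1.32 ± 0.24) and ZT6 (3.64 ± 0.34).

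ELF3 (AT2G25930), a scaffold of the evening complex, went the other way at 10 °C, up at ZT1 (1.30 ± 0.17) and down at ZT6 (−1.59 ± 0.16), with a difference of −2.89 ± 0.23, adjusted p = 1.4e-09. PRR3 (AT5G60100), a stabilizer of TOC1, fell at 10 °C at ZT6 (−3.47 ± 0.39, adjusted p = 9.6e-04), more than at ZT1 (difference −3.53 ± 0.46, adjusted p = 4.4e-05). GRP8 (AT4G39260), a glycine-rich RNA-binding protein under clock control, fell at 37 °C at both times (−1.34 ± 0.24 and −2.69 ± 0.47).

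Of 14 morning and day clock genes in WT, 4 rose and 2 fell at 37 °C at ZT1, and 8 rose and none fell at ZT6. At 10 °C, 5 rose and 2 fell at ZT1, and 10 rose at ZT6. Of 11 evening clock genes, 3 rose and 1 fell at 37 °C at ZT1, 1 rose and 4 fell at ZT6 (5 fell when adjusted over the list alone), 2 rose and 1 fell at 10 °C at ZT1, and 6 fell at 10 °C at ZT6 (7 adjusted over the list alone). As a group against all genes tested (camera in limma), the morning genes rose at ZT6 at 37 °C (median LFC 1.76, adjusted p = 3.4e-10) and at 10 °C (median 2.05, adjusted p = 1.4e-13). With an estimated correlation between the genes these became 0.054 and 0.077.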

Consistent with our qRT-PCR results in Fig. 1B, *CCA1*, *PRR7*, and *PRR9* showed upregulation and *LHY* downregulation following heat stress (37 °C) (Fig. 1D). However, based on our FDR cut-off criteria, *CCA1* upregulation at 37 °C is only significant at ZT6, while *LHY* downregulation is significant at ZT1 (Fig. 1D). 

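In WT at 37 °C *CCA1*, which represses evening genes at dawn, had an LFC of 0.14 ± 0.42, adjusted p = 0.86 at ZT1 (n = 4 per group) and of 3.27 ± 0.20, adjusted p = 7.3e-06 at ZT6 (n = 2 per group). The rise at ZT6 exceeded that at ZT1 by 3.13 ± 0.47, adjusted p = 5.3e-05 by the test between the times. The ZT1 standard error of *CCA1* takes in all 6 groups. Among them is *cca1lhy* at 22 °C, with 5.29 log2 CPM in replicate 2 and 2.03 to 2.48 in its partners. *LHY*, which acts with *CCA1*, fell at ZT1 (−1.92 ± 0.19, adjusted p = 2.9e-08) and stayed near 0 at ZT6 (−0.19 ± 0.44, adjusted p = 0.84). The difference for *LHY* was 1.73 ± 0.48, adjusted p = 0.038, and leaving out any of 6 libraries ended this call: WT 22 °C replicates 1 (1.59, adjusted p = 0.058) and 4 (1.63, adjusted p = 0.055) and WT 37 °C replicate 2 (1.62, adjusted p = 0.057) of ZT1, and WT 22 °C replicate 3 (0.92, adjusted p = 0.11) and WT 37 °C replicates 2 (1.94, adjusted p = 0.083) and 3 (1.51, adjusted p = 0.20) of ZT6. *PRR9* and *PRR7*, repressors that follow them during the day, rose at both times. *PRR9* rose more at ZT6 (3.66 ± 0.22) than at ZT1 (1.21 ± 0.17; difference 2.45 ± 0.28, adjusted p = 1.4e-05), whereas no difference was called for *PRR7* (1.68 ± 0.19 and 1.4 ± 0.27; difference −0.29 ± 0.33, adjusted p = 0.64).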

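CCA1 (AT2G46830), the morning repressor of evening genes, gave an LFC at 10 °C in WT of 0.97 ± 0.46, adjusted p = 0.35 at ZT1 and 3.84 ± 0.20, adjusted p = 2.8e-05 at ZT6. The difference between the times was 2.88 ± 0.50, adjusted p = 1.5e-04. The ZT1 standard error again takes in the *cca1lhy* libraries. In the WT libraries *CCA1* lay at 9.48 to 9.64 log2 CPM at 10 °C and 8.26 to 8.83 at 22 °C at ZT1, without overlap. PRR9 (AT2G46790), which represses *CCA1* later in the day, was above the thresholds at ZT1 (1.17 ± 0.19, adjusted p = 2.6e-04) and at ZT6 (3.24 ± 0.22, adjusted p = 1.2e-04), and the rise at ZT6 was larger (difference 2.07 ± 0.29, adjusted p = 3.6e-05). LHY (AT1G01060), the partner of *CCA1*, passed at ZT6 (2.90 ± 0.44, adjusted p = 0.0043) but not at ZT1 (0.68 ± 0.21, adjusted p = 0.072). The difference between the times for *LHY* was 2.22 ± 0.48, adjusted p = 0.0080, and 1.86, adjusted p = 0.068 without WT 10 °C replicate 2 of ZT6. PRR7 (AT5G02810), expressed between *PRR9* and *TOC1*, passed at ZT1 (−1.14 ± 0.20, adjusted p = 8.8e-04) but not at ZT6 (−0.39 ± 0.27, adjusted p = 0.46). The test between the times called no difference for it (0.75 ± 0.34, adjusted p = 0.18).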

At 10 °C, *CCA1* and *PRR9* appear to also be upregulated, while *LHY* and *PRR7* exhibit opposite expression, upregulated and downregulated, respectively (Fig. 1D). 

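*PRR9* and other clock genes that respond at both times are part of a common set: 4527 genes were DEGs at ZT1 and at ZT6, where independent lists of these sizes would share 2329. Heat shock genes fill the top of this set, with HSP101 (AT1G74310), the chaperone that resolves protein aggregates, at LFC 7.73 ± 0.33 at ZT1 and 8.81 ± 0.44 at ZT6, and HSP90.1 (AT5G52640), the inducible HSP90, at 8.87 ± 0.35 and 8.72 ± 0.43. Among genes of a single union, PHOT2 (AT5G58140), the blue-light receptor of chloroplast avoidance, fell at 37 °C at ZT1 (−1.29 ± 0.17) and not at ZT6 (0.38 ± 0.18), and JAC1 (AT1G75100), needed for chloroplast accumulation, rose at ZT6 (1.12 ± 0.13) but not at ZT1 (−0.52 ± 0.16). Their differences between the times were 1.67 ± 0.25, adjusted p = 1.2e-04 and 1.64 ± 0.20, adjusted p = 4.1e-06.

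The shared genes make up 71.2% of the ZT1 union and 47.6% of the ZT6 union, leaving 1831 genes for ZT1 and 4975 for ZT6. With all libraries thinned to the depth of the smallest, a setting chosen after the data were seen, the unions held 4722 DEGs at ZT1 and 3585 at ZT6, so which time has more DEGs turns with sequencing depth. In further random draws of reads the ZT6 union held 3618 to 3773. At equal depth ZT1 still has more libraries per group than ZT6, which also raises its count. After the lowest value of ZT6 was raised to that of ZT1, also chosen afterwards, the ZT6 union held 5831.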

Overall, more genes were differentially expressed at ZT6 vs ZT1, and although 4130 DEGs are shared between the ZT1 and ZT6 datasets, approximately 50% are specific to each dataset, emphasizing the importance of time of day in transcriptomic analysis when assaying for temperature stress responses (Fig. 1C).

As multiple temperature stress related genome-wide experiments have been performed, we compared our list of DEGs with a selected subset of expression datasets available through Genevestigator along with the most recently published heat and cold RNA-seq experiments at the time of this analysis^42,46,57^. While most of our DEGs were shared with these other experiments, we identified DEGs that are specific to either our cold (2.77%) or heat stress (7.94%) DEGs (Supplementary Fig. S1 and Dataset S3). Because we did not account for differences due to analysis pipeline, treatment duration, plant growth conditions, developmental stage, and all published or unavailable experiments, this comparison is not fully conclusive. Although the upregulation of *CCA1* at 37 °C is not significant in our dataset at ZT1 in WT, it is significantly upregulated in the Albihlal *et al*., 2018 dataset, where the growth conditions, duration of 37 °C treatment, and analysis pipeline differ, and information on the time of day the treatment was applied, is unknown. Similarly, *TOC1* is significantly upregulated at 37 °C in the Albihlal *et al*., 2018 but is not differentially expressed in our WT dataset based on our selection criteria, highlighting the limitations of comparative analysis between multiple available data sources that are derived from different experimental conditions and analysis pipeline, etc. 

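TOC1 (AT5G61380), the evening repressor of *CCA1* and *LHY*, did not respond to 37 °C in WT at ZT1 (LFC −0.07 ± 0.20, adjusted p = 0.85; n = 4 per group) or ZT6 (−0.06 ± 0.29, adjusted p = 0.96; n = 2 per group), and the responses at the times did not differ (0.01 ± 0.35, adjusted p = 0.99). At 10 °C *TOC1* stayed under the LFC threshold at ZT1 (0.71 ± 0.22, adjusted p = 0.067). It fell at ZT6 (−1.31 ± 0.29, adjusted p = 0.023), though not past the thresholds with the replicate number as a block. That fall was −1.05, adjusted p = 0.13 without WT 10 °C replicate 1 and −0.85, adjusted p = 0.096 without WT 22 °C replicate 3. Among its partners, PRR5 (AT5G24470), which represses the morning genes in the evening, rose at 37 °C at ZT1 (1.59 ± 0.20, adjusted p = 7.2e-07). LKP2 (AT2G18915), a blue-light F-box relative of the TOC1-degrading ZTL, rose at 37 °C at ZT6 (1.18 ± 0.15, adjusted p = 5.4e-04). FKF1 (AT1G68050), the third member of that F-box family, fell at ZT6 (−1.61 ± 0.30, adjusted p = 0.0049).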

(Supplementary Dataset S3).

### Majority of the DEGs show differential response to heat stress

From all of the genotype and condition specific datasets, we first assessed the overall effects of temperature treatment in the context of time of day or the clock mutants on the transcriptome. In both the ZT1 and ZT6 datasets, the treatment at 37 °C highly perturbed the transcriptome compared to 10 °C in the WT and clock mutants (Fig. 2A,B; Supplementary Dataset S5). For example, in the WT, while 3199 (ZT1) and 3359 (ZT6) genes showed differential expression at 37 °C relative to 22 °C, only 256 (ZT1) and 970 (ZT6) genes were differentially expressed at 10 °C compared to 22 °C in WT (Supplementary Fig. S2). 

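At 37 °C small heat shock proteins, which hold unfolding proteins in solution, were among the largest rises in WT, such as HSP17.6C (AT1G53540) (LFC 11.53 ± 0.58 at ZT1 and 10.52 ± 0.72 at ZT6), HSP17.4 (AT3G46230) (10.94 ± 0.48 and 9.91 ± 0.59) and the mitochondrial HSP23.6 (AT4G25200) (10.04 ± 0.42 and 10.20 ± 0.59). The largest falls at ZT1 were those of MS2 (AT3G03780), a methionine synthase (−4.02 ± 0.29), GH9C2 (AT1G64390), an endoglucanase of the cell wall (−3.58 ± 0.27), and GER1 (AT1G72610), a germin-like protein (−3.50 ± 0.17). At 10 °C CBF3 (AT4G25480), an activator of cold-regulated genes, rose at ZT1 (3.39 ± 0.26) and ZT6 (5.67 ± 0.36), and SAG21 (AT4G02380), a mitochondrial LEA-like protein, rose at ZT1 (3.98 ± 0.26). The largest falls at 10 °C were those of the chaperones HSP70-4 (AT3G12580) (−3.49 ± 0.26) and HSP70-3 (AT3G09440) (−3.35 ± 0.22) at ZT1 and of BBX17 (AT1G49130), a B-box factor of light signalling (−4.11 ± 0.21), and XTH25 (AT5G57550), a wall-loosening enzyme (−3.79 ± 0.46), at ZT6.

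At ZT1 limma gave 3414 DEGs for 37 °C against 22 °C and 482 for 10 °C against 22 °C in WT. At ZT6 it gave 4487 and 1848, with 1113 for 10 °C when WT 10 °C replicate 1 was left out. Fitted on only the groups compared, ZT1 gave 3145 and 344 and ZT6 614 and 41. With all libraries thinned to equal depth, a setting chosen after the data were seen, ZT1 gave 2504 and 399 and ZT6 1448 and 433. In the main fit, genes called at 37 °C and not at 10 °C numbered 3221 at ZT1 and 3924 at ZT6, and those called at 10 °C alone 289 and 1285. Both responses are measured against the same 22 °C libraries. At ZT1 55 genes rose and 60 fell at both temperatures, where independent lists would share 19 and 14, while 65 rose at 37 °C and fell at 10 °C and 13 did the reverse. At ZT6 266 rose and 138 fell at both, against 88.9 and 44.5 for independent lists, while 57 rose at 37 °C and fell at 10 °C and 102 did the reverse. Simulated data with the same shared controls and no response gave 0 genes called the same way at both. Hardly any gene is called without a response, so this cannot tell how much of the excess comes from the shared controls, and part of it can. With the ZT1 controls split between the comparisons in 2 ways, 125 and 75 genes were called the same way at both, against 115 with the controls shared. For the ZT1 counts every other way of dealing the WT libraries into the same group sizes gave fewer DEGs, at most 87 at 37 °C and 205 at 10 °C.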

Similar numbers of genes were upregulated and downregulated at ZT1 (1771 and 1598) and ZT6 (1970 and 1787) in response to heat stress (37 °C/22 °C; Supplementary Fig. S2). 

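APX2 (AT3G09640), a cytosolic peroxidase induced by heat and light, and GolS1 (AT2G47180), which makes the first step of raffinose sugars, stand for the upregulated side (LFC 7.90 ± 0.15 and 6.33 ± 0.19 at ZT1, 7.41 ± 0.40 and 6.39 ± 0.18 at ZT6). EXPA1 (AT1G69530), an expansin of growing cell walls, stands for the downregulated side at ZT1 (−3.39 ± 0.20), beside the iron transporter IRT1 (AT4G19690) (−3.19 ± 0.52) and MAT3 (AT2G36880), a methionine adenosyltransferase (−3.38 ± 0.16). HTR13 (AT5G10390), a histone H3.1, fell most at ZT6 (−4.69 ± 0.26; −2.29 ± 0.26 at ZT1), followed there by GSTF11 (AT3G03190), a glutathione transferase of aliphatic glucosinolate synthesis (−3.39 ± 0.36), and ENODL15 (AT4G31840), an early nodulin-like arabinogalactan protein (−3.38 ± 0.41). The 37 °C DEGs of WT split into 1794 up and 1620 down at ZT1, and into 2257 up and 2230 down at ZT6. With libraries thinned to equal depth, a setting chosen after the data were seen, the ZT6 split was 911 up and 537 down.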

Consistent with this observation, enriched gene ontology (GO) functional categories include processes related to high temperature stress (response to heat and heat acclimation), as indicated in clusters 8 and 10 in the ZT1 dataset and clusters 6 and 9 for ZT6 dataset, and include many of the known *Heat Shock Transcription Factors (HSFs)* and *Heat Shock Proteins (HSPs)* (Fig. 2C,D; Supplementary Dataset S6)^62^. In these clusters (8 and 10 for ZT1; 6 and 9 for ZT6), DEGs were primarily upregulated in response to heat stress. In addition to heat stress related categories, additional enriched categories include response to abscisic acid (ABA), alcohol and lipids, and transcription. 

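HSFA2 (AT2G26150), the heat-induced activator that sustains the response, rose at 37 °C at ZT1 (LFC 7.56 ± 0.24, adjusted p = 7.0e-18) and ZT6 (9.12 ± 0.59, adjusted p = 1.0e-05). HSFA7A (AT3G51910), induced downstream of the HSFA1 factors, rose by 5.06 ± 0.21 and 4.85 ± 0.39, and HSFB2A (AT5G62020), a repressor of the family, by 3.50 ± 0.22 and 4.18 ± 0.28. Among their targets, HSP70B (AT1G16030), a cytosolic HSP70, rose by 10.22 ± 0.49 and 8.54 ± 0.48, ROF2 (AT5G48570), a co-chaperone that binds HSP90 and modulates HSFA2, by 8.92 ± 0.29 and 8.34 ± 0.36, and BAG6 (AT2G46240), a BAG co-chaperone of cell death, by 8.66 ± 0.23 at ZT1. MBF1C (AT3G24500), a coactivator of thermotolerance, rose by 6.14 ± 0.21 and 6.40 ± 0.24, and DREB2A (AT5G05410), an activator of drought and heat genes, by 4.84 ± 0.24 and 4.72 ± 0.19.

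Of 21 HSF genes tested, 11 were upregulated at ZT1 and 11 at ZT6. Of 16 small HSP genes, 15 were upregulated at each time, with median LFCs of 9.72 and 9.48, and the exception was HSP15.4 (AT4G21870) (0.94 ± 0.24 at ZT1, and 1.02, adjusted p = 0.0040 without WT 37 °C replicate 1). Of 30 other chaperone genes, 24 rose at ZT1 and 26 at ZT6 (27 adjusted over the list alone). All 4 further heat markers (*APX2*, *MBF1C*, *DREB2A* and *DREB2B*) rose at both times, with median LFCs of 5.49 and 5.56. As groups against all genes tested (camera in limma), the small HSPs had adjusted p = 2.3e-36 at ZT1 and 5.9e-23 at ZT6, the chaperones 4.6e-31 and 1.1e-29, and the HSFs 1.8e-10 and 8.9e-08. With an estimated correlation all of these stayed under 0.05.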

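HAI2 (AT1G07430), a phosphatase that is induced by abscisic acid and damps its signal, rose at 37 °C at ZT1 (LFC 2.58 ± 0.32), as did ABI2 (AT5G57050), another phosphatase of that group (2.17 ± 0.20). GolS2 (AT1G56600), a galactinol synthase of drought and heat stress, rose by 3.26 ± 0.22 at ZT1 and 5.15 ± 0.36 at ZT6. NCED3 (AT3G14440), which makes the rate-limiting step of abscisic acid synthesis, rose by 1.81 ± 0.18 and 2.76 ± 0.19. RAB18 (AT5G66400), a dehydrin used as a marker of the hormone, was upregulated at ZT1 (1.88 ± 0.50, adjusted p = 0.0053) and did not pass at ZT6 (0.91 ± 0.42, adjusted p = 0.16).

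Of 17 genes of abscisic acid and water deficit, 12 were upregulated and none downregulated at ZT1 (median LFC 1.81, camera in limma, adjusted p = 3.0e-12, and 0.016 with an estimated correlation). KIN1 (AT5G15960), a cold and drought protein, and ZAT10 (AT1G27730), a zinc finger repressor of several stresses, rose too (3.50 ± 0.32 and 3.14 ± 0.25 at ZT1), and 7 of 18 cold-response genes were upregulated at 37 °C at ZT1 and 6 at ZT6. The cold-response genes as a group had adjusted p = 2.2e-04 at ZT1, which became 0.078 with an estimated correlation.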

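KAC1 (AT5G10470), a kinesin-like protein that moves chloroplasts along actin, fell at 37 °C at ZT1 (LFC −1.61 ± 0.17, adjusted p = 3.8e-08), and its ZT6 response differed by 1.65 ± 0.25, adjusted p = 1.3e-04. CHUP1 (AT3G25690), which anchors chloroplasts to actin, fell as well at ZT1 (−1.46 ± 0.29). SULTR1;2 (AT1G78000), the main sulfate importer of roots, and APK2 (AT4G39940), an APS kinase that supplies sulfate donors, fell at ZT1 by −2.56 ± 0.28 and −2.34 ± 0.24. APS1 (AT3G22890), the sulfurylase that starts assimilation, fell at ZT1 (−1.06 ± 0.13; ZT6 minus ZT1 1.09 ± 0.24, adjusted p = 0.0083).

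Of 8 chloroplast movement genes, 5 were downregulated at ZT1 (median LFC −1.05; camera in limma, adjusted p = 0.0029, and 0.16 with an estimated correlation). Of 13 sulfate assimilation genes, 5 were downregulated (median −0.69, adjusted p = 7.7e-05, and 0.033 with an estimated correlation). CYP79B2 (AT4G39950), which starts indole glucosinolates, a sink of this sulfur, fell by −2.79 ± 0.22, and 20 of 23 glucosinolate genes were downregulated (median −1.69, adjusted p = 2.8e-13). Leaf markers fell with them: 9 of 10 were downregulated at ZT1, among them RBCS1B (AT5G38430), a Rubisco small subunit (−2.38 ± 0.17), and GLDP1 (AT4G33010), a glycine decarboxylase of photorespiration (−1.97 ± 0.23), with a median of −1.76 (adjusted p = 8.4e-10).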

DEGs downregulated in response to heat stress at ZT1, in clusters 2, 4, and 9, were mostly enriched in biological processes such as metabolic processes, chloroplast accumulation and movement, and sulfate reduction and assimilation (Fig. 2C and Supplementary Dataset S6). At ZT6, in addition to heat stress related processes, upregulated DEGs were also enriched for circadian rhythms, rhythmic process, and response to water deprivation, while down-regulated DEGs were enriched for metabolic processes, nucleosome organization and assembly, ribosomal large subunit biogenesis/assembly, and photosynthesis (Fig. 2D and Supplementary Dataset S6).

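HIS4 (AT2G28740), a histone H4, and H1.2 (AT2G30620), a linker histone, fell at 37 °C at ZT1 (LFC −1.80 ± 0.23 and −1.89 ± 0.23), and at ZT6 the linker histone H1.1 (AT1G06760) fell by −2.63 ± 0.25 and the histone H4 gene AT3G45930 by −2.51 ± 0.29. NAP57 (AT3G57150), the dyskerin of ribosomal RNA modification, fell by −1.71 ± 0.24 at ZT6, and NOP56 (AT1G56110), a core protein of box C/D particles, by −1.45 ± 0.26. LHCB2.3 (AT3G27690), an antenna protein of photosystem II, fell by −2.05 ± 0.35 at ZT6. On the upregulated side, CDF1 (AT5G62430), a Dof factor that delays flowering, rose more at ZT6 (3.00 ± 0.24) than at ZT1 (1.44 ± 0.16; difference 1.57 ± 0.28, adjusted p = 0.0021).

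Of 35 histone genes, 24 were downregulated at ZT6 (median LFC −1.53; camera in limma, adjusted p = 3.0e-17, and 0.027 with an estimated correlation) and 15 at ZT1 (median −0.91). Of 10 ribosome biogenesis genes, 7 fell at ZT6 (adjusted p = 9.0e-05, and 0.12 with an estimated correlation) and 5 at ZT1. Of 21 light harvesting genes, 5 fell at ZT6 (adjusted p = 0.0025, and 0.30 with an estimated correlation) and 17 at ZT1 (median −1.33, adjusted p = 7.9e-13). Leaf markers had a median of −0.84 at ZT6 with none called. Of the genes of abscisic acid and water deficit, 14 rose at ZT6 (median 1.95, adjusted p = 6.5e-16), and 2 of 5 CDF genes rose. The clock genes that moved at ZT6 include RVE2 (AT5G37260), a morning factor also called CIR1 (3.16 ± 0.33).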

**Figure 2:**
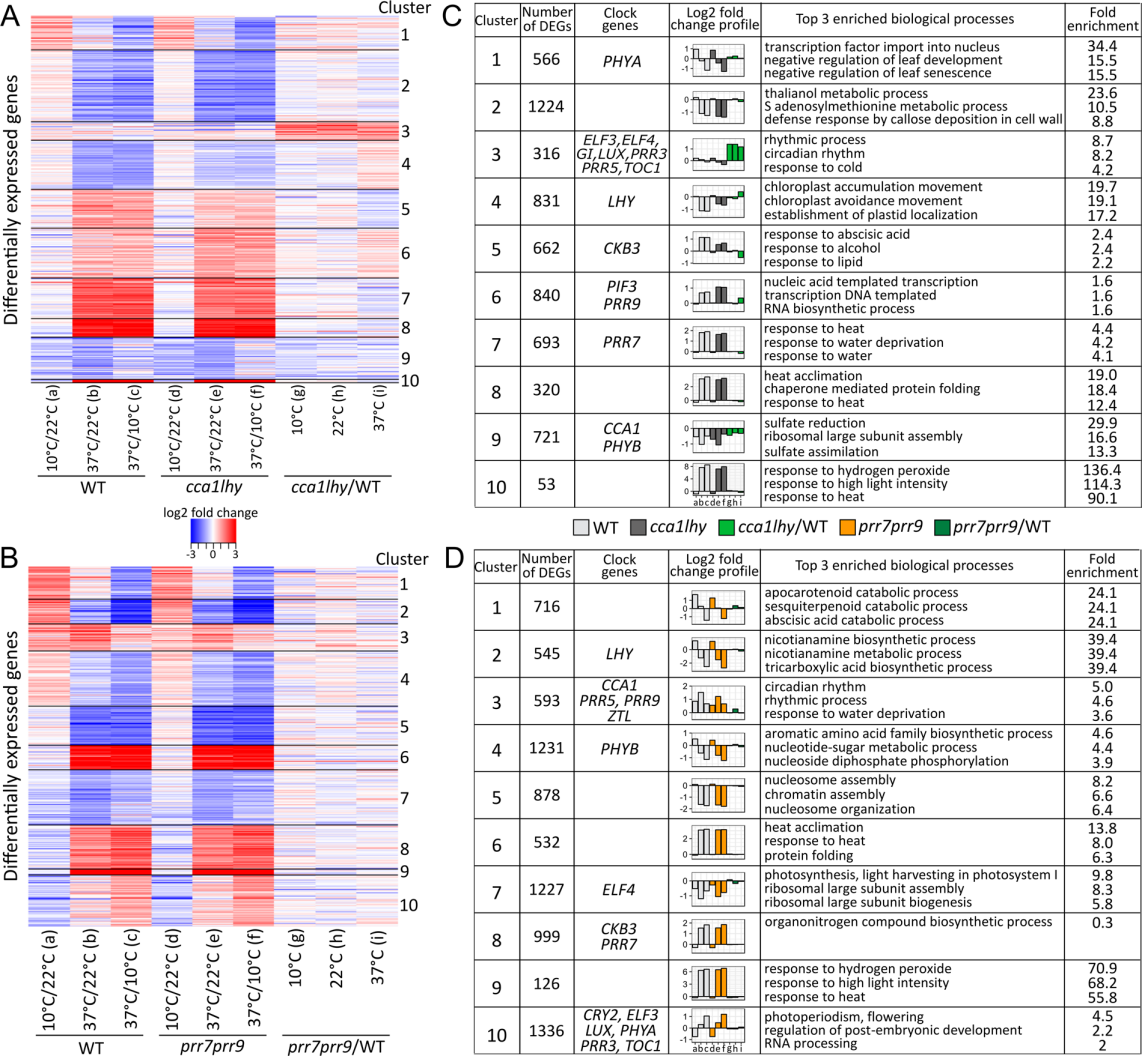
Temperature stress perturbs the transcriptome. (**A**,**B**) Heatmap showing differential expression patterns for DEGs (filtered for LFC > |1| and FDR < 0.05) in *cca1lhy* or *prr7prr9* compared to WT at all temperatures. (**C**,**D**) Summary by cluster of number of genes, clock gene location, general expression pattern measured by LFC, and top 3 enriched biological process gene ontology (GO) terms.

Because the *cca1lhy* mutant exhibits an earlier shift in peak gene expression and the *prr7prr9* mutant a delayed shift in peak gene expression in light dark cycles, direct comparison between WT and mutants could lead to confounding results, specifically false positives, since differential expression at a single time-point could reflect a shift in expression rather than actual differences in peak expression in response to temperature stress between the genotypes^21,63–65^. However, we nevertheless wanted to determine whether the DEGs enriched in some clusters in WT or clock mutants at ZT1 and ZT6 in response to heat stress can be linked to clock function. We observed that only at ZT1, DEGs in cluster 3 that contained either up- or down-regulated genes in WT or *cca1lhy* mutant at 37 °C, showed up-regulation in the *cca1lhy* mutant to WT comparison (Fig. 2A). This cluster was enriched for GO terms such as circadian rhythm, rhythmic process, and response to cold, and most of the evening expressed circadian clock genes grouped within this cluster (Fig. 2C).

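FKF1 (AT1G68050), a blue-light F-box protein that lets flowering proceed in long days, was higher in *cca1lhy* than in WT at 22 °C at ZT1 (LFC 4.45 ± 0.18, adjusted p = 8.0e-14; n = 4 per group). The evening genes PRR5 (AT5G24470) (4.17 ± 0.20), GI (AT1G22770), a scaffold of flowering and clock F-box proteins (1.94 ± 0.25), TOC1 (AT5G61380) (2.02 ± 0.20) and ELF4 (AT2G40080), a subunit of the evening complex (2.50 ± 0.24), were higher too. So were cold-response genes: COR15B (AT2G42530), a chloroplast membrane protector (3.50 ± 0.31), COR15A (AT2G42540), its tandem copy (2.02 ± 0.28), and RD29A (AT5G52310), a target of the CBF factors (2.03 ± 0.20). Of 11 evening clock genes 10 were higher in *cca1lhy* (median LFC 1.94; camera in limma, adjusted p = 6.4e-35), and of 18 cold-response genes 9 (median 1.01, adjusted p = 8.8e-21). Both stayed under 0.05 with an estimated correlation (4.8e-09 and 3.8e-04).

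In *prr7prr9* at ZT6 the order was reversed. CCA1 (AT2G46830) (4.51 ± 0.20, adjusted p = 1.6e-05; n = 2 per group) and LHY (AT1G01060) (5.10 ± 0.44) were higher than in WT, and LUX (AT3G46640), the DNA-binding subunit of the evening complex, was lower (−1.84 ± 0.14). Of 14 morning and day clock genes 7 were higher (adjusted p = 2.9e-16), and of the evening genes 3 were lower (6 adjusted over the list alone; adjusted p = 3.2e-16). Both p-values are those of camera with its preset correlation. With an estimated correlation 50 of all 126 list tests lost their call. Leaf markers in *cca1lhy* against WT at 22 °C had a median LFC of −0.83, with 3 of 10 called lower.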

### Time of day contributes to differential transcriptional responses under heat stress

In nature, the early morning and early afternoon are times of the day when heat responsive genes are most highly expressed. 

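HSP17.6C (AT1G53540), a cytosolic small HSP, rose at 37 °C by 9.77 ± 0.58 in *cca1lhy* and by 11.78 ± 0.72 in *prr7prr9*. HSP22.0 (AT4G10250), a small HSP of the endoplasmic reticulum, rose by 9.14 ± 0.42 and HSP17.6II (AT5G12020), of class II, by 8.99 ± 0.37 in *cca1lhy*. GER1 (AT1G72610), a germin-like protein, and IPMI1 (AT3G58990), an isomerase of leucine and glucosinolate chain elongation, fell in *cca1lhy* (−3.68 ± 0.17 and −3.24 ± 0.35). HTR13 (AT5G10390), a histone H3.1, and GSTU8 (AT3G09270), a glutathione transferase, fell in *prr7prr9* (−4.49 ± 0.26 and −3.52 ± 0.21). Responses that differed from WT include APX2 (AT3G09640), a heat-induced peroxidase, which rose less in *cca1lhy* (interaction −1.41 ± 0.21, adjusted p = 0.0012). The fall of LHY (AT1G01060) at 37 °C in WT was absent in *cca1lhy* (interaction 1.77 ± 0.28, adjusted p = 0.0018). *LHY* is itself mutated in *cca1lhy*, and at the growth temperature it was already lower there than in WT (LFC −2.59 ± 0.19). Its interaction therefore cannot tell a changed heat response from the direct effect of the mutation on this transcript.

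In *cca1lhy* 3273 genes were DEGs at 37 °C against 22 °C (1657 up and 1616 down), of which 3051 were not called at 10 °C, 48.0% of the ZT1 union. In *prr7prr9* the number was 4392 (2073 up and 2319 down), with 4044 not called at 10 °C, 42.6% of the ZT6 union. With only the groups compared in a fit fewer than these 4392 were found. Fewer were also found with thinned libraries or the lowest value of ZT6 raised, settings chosen after the data were seen. The WT genes called at 37 °C and not at 10 °C make up 50.7% and 41.3% of the unions. The interaction in limma called 235 genes whose 37 °C response differed between *cca1lhy* and WT, 99 with a higher and 136 with a lower LFC in *cca1lhy*, and 140 when WT 22 °C replicate 4 was left out. Among 100 ways of dealing the ZT1 libraries into such groups the real one gave the most, with 163 as the highest other. At ZT6 the interaction called 1 gene. At unadjusted p < 0.05 it gave 1082 of the 31135 genes tested, fewer than chance alone would give. The call was lost when WT 22 °C replicate 3, *prr7prr9* 22 °C replicate 2 or 3, WT 37 °C replicate 3 or *prr7prr9* 37 °C replicate 3 was left out. More genes were called without *prr7prr9* 37 °C replicate 2. On simulated data the interaction test found 77% of genes changed by 1.5 on the log2 scale at ZT1 and 19% at ZT6. The counts at ZT1 and ZT6 therefore do not compare the mutants.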

As described above, for both ZT1 and ZT6, a similar number of genes, 3199 (51%) and 3027 (48%) were differentially expressed in response to 37 °C in the WT and in the *cca1lhy* mutant, and 3359 (41%) and 3432 (42%) DEGs in the WT and in the *prr7prr9* mutant, respectively (Supplementary Fig. S2 and Dataset S3). Therefore, we were interested to determine the extent to which the occurrence or magnitude of the transcriptional response to heat stress is modulated by the time of day the stress was applied (ZT1 vs ZT6). For this we compared the ZT1 (3369) and ZT6 (3757) DEGs in response to 37 °C in WT (Supplementary Fig. S2). 

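ZTL (AT5G57360), the F-box protein that degrades TOC1, had an LFC of −0.07 ± 0.12 at 37 °C at ZT1 and of 1.05 ± 0.15 at ZT6 (difference 1.12 ± 0.20, adjusted p = 0.0010), though without WT 22 °C replicate 2 its ZT6 value was 0.94. For *RAB18*, the dehydrin called at ZT1 alone, the test between the times called no difference (−0.97 ± 0.65, adjusted p = 0.38).

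In WT at 37 °C, 1547 genes (45.3% of the ZT1 DEGs) were called at ZT1 alone and 2620 (58.4% of the ZT6 DEGs) at ZT6 alone. The test between the times in limma called 409 of the former (26.4%) and 962 of the 2576 of the latter that were tested at both times (37.3%). In both sets 83.7% of the genes changed in the same direction at the other time. Over all 25631 genes tested at both times, 2420 responses differed by time of day, 1341 with the higher LFC at ZT6 and 1079 with the higher LFC at ZT1. This number was 1399 without WT 22 °C replicate 2 of ZT6 and 1127 without WT 37 °C replicate 3 of ZT6. Thinned to equal depth, a setting chosen after the data were seen, it was 700.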

Approximately 50% are specific to either ZT1 (1742 DEGs) or ZT6 (1902 DEGs), suggesting that the occurrence of the response is specific to certain times of the day (Supplementary Dataset S7). However, because some of these genes also show differential response to moderate cold stress (10 °C), we considered these DEGs as general temperature stress responsive genes and thus excluded them from the heat specific analysis. 

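LNK2 (AT3G54500), a coactivator of morning genes, fell at 37 °C at ZT1 (LFC −1.53 ± 0.20) and not at ZT6 (0.31 ± 0.27; difference 1.84 ± 0.34, adjusted p = 0.0020). Of the 8 chloroplast movement genes, 4 responses differed by time of day, with a median difference of 1.21, and of the morning and day clock genes 10 did. Leaving out genes called at 10 °C at either time leaves 1258 genes called at 37 °C at ZT1 alone and 2261 at ZT6 alone, 2221 of them among genes tested at both times. Among genes tested at both times, before that step, 565 were up and 982 down at ZT1 alone, and 1004 up and 1572 down at ZT6 alone.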

We obtained 1606 DEGs specific to ZT1 and 1846 DEGs specific to ZT6, where the occurrence of the transcriptional response to heat stress depends on the time of day the treatment was applied (ZT1 vs ZT6; Fig. 3A,B).

**Figure 3:**
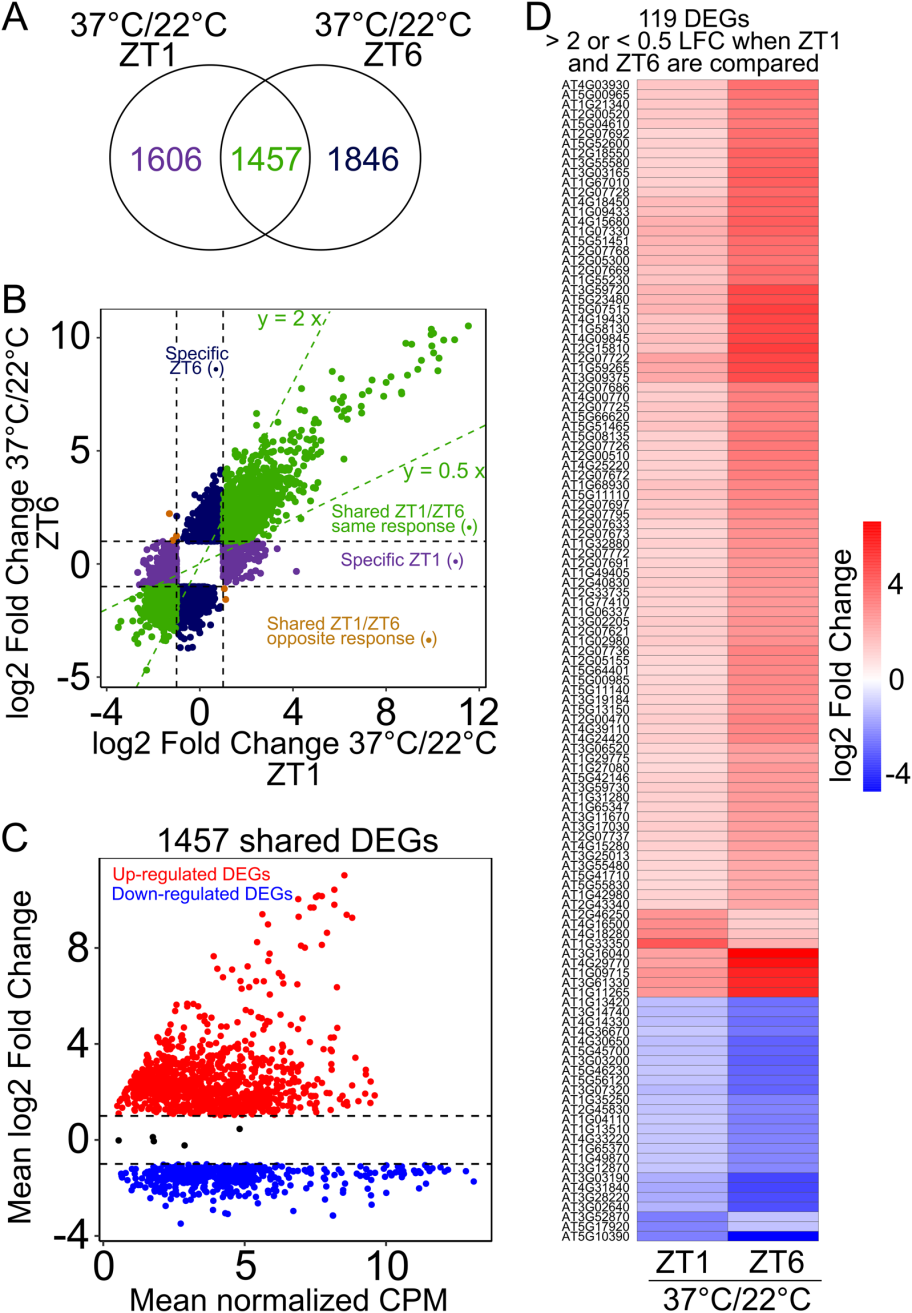
Time of day modulation of heat stress responses. (**A**) Venn diagram representing overlap of genes differentially expressed at ZT1 and ZT6 in response to 37 °C compared to 22 °C. (**B**) Scatter plot comparing Log_2_ Fold Change (LFC) values at ZT1 and ZT6 for the genes differentially expressed in response to 37 °C compared to 22 °C. Genes specific for ZT1 (1606, purple dots), ZT6 (1846, blue dots), and shared between ZT1 and ZT6 (1457, green dots) are plotted. Brown dots represent 5 DEGs that showed opposite expression in ZT1 vs ZT6 (**C**) Scatter plot representing mean LFC and mean normalized counts per million (CPM) reads for the shared (1457) genes upregulated (red dots) or downregulated (blue dots) in response to 37 °C compared to 22 °C. Black dots indicate the 5 DEGs with opposite expression. For each gene, mean of the LFC at ZT1 and ZT6 and the normalized CPM at ZT1 and ZT6 for 22 °C and 37 °C are represented. (**D**) Heatmap showing LFC values at ZT1 and ZT6 for 119 selected heat responsive DEGs with a LFC either ZT1 or ZT6 with a ratio y > 2x or y < 0.5x when these two timepoints were compared.

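HAI1 (AT5G59220), a phosphatase that damps abscisic acid signals, rose at 37 °C at ZT1 (LFC 2.11 ± 0.23) and ZT6 (2.58 ± 0.21) without a called difference between the times (0.47 ± 0.32, adjusted p = 0.38). HSFB1 (AT4G36990), a repressor that limits HSF activity, rose more at ZT6 (5.04 ± 0.13) than at ZT1 (3.48 ± 0.16; difference 1.56 ± 0.21, adjusted p = 1.7e-05), and so did the constitutive chaperone HSP70-3 (AT3G09440) (3.83 ± 0.34 and 1.19 ± 0.21; difference 2.65 ± 0.40, adjusted p = 5.4e-04). In WT 1847 genes were called at 37 °C in the same direction at ZT1 and ZT6, and 1555 of them were not called at 10 °C at either time. Independent lists of these sizes would share 156 upregulated and 140 downregulated genes. Responses of 283 shared genes differed by time of day, 231 with the larger change at ZT6 and 52 with the larger change at ZT1.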

In terms of modulation of the response depending on time of day, ~30% (1457) of the DEGs were shared between ZT1 and ZT6, many of which showed time of day specific transcriptional changes (Fig. 3A,B; Supplementary Dataset S7). 

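BIP1 (AT5G28540) and BIP2 (AT5G42020), HSP70 chaperones of the endoplasmic reticulum, rose at both times (LFC 3.12 ± 0.16 and 2.46 ± 0.20 at ZT1, 2.33 ± 0.30 and 2.08 ± 0.25 at ZT6). BZIP28 (AT3G10800), a membrane-bound factor that switches on the unfolded protein response, rose by 2.34 ± 0.17 and 2.88 ± 0.28, and SDF2 (AT2G25110), a protein of glycoprotein quality control, by 2.20 ± 0.15 at ZT1. Of 13 genes of this response 8 were upregulated at ZT1 (median LFC 1.33; camera in limma, adjusted p = 3.0e-12, and 0.0059 with an estimated correlation). At ZT6 7 were (adjusted p = 1.8e-05, and 0.23 with an estimated correlation). Of the shared genes at 37 °C, 1219 (66.0%) were upregulated and 628 (34.0%) downregulated. Without genes called at 10 °C the shares were 65.3% and 34.7%.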

Most DEGs (~65%) are upregulated in response to 37 °C and enriched for GO biological processes involved with heat stress such as, cellular response to chaperone mediation and unfolded protein, heat acclimation, and hydrogen peroxide, as expected (Fig. 3C and Supplementary Dataset S6). Although a lesser number of genes (~35%) that show differential expression between ZT1 and ZT6 at 37 °C are downregulated, these DEGs are enriched for GO biological processes photosynthesis, response to light, cell wall modification, nucleosome assembly, and metabolic processes (Fig. 3C and Supplementary Dataset S6). Furthermore, ~2/3 (937/1457) of the transcriptional responses exhibit a greater induction (upregulated DEGs) or repression (downregulated DEGs) at ZT6 (Supplementary Dataset S7). 

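LHCB1.3 (AT1G29930), an antenna protein of photosystem II, fell at 37 °C by −2.42 ± 0.30 at ZT1, and its relative LHCB2.2 (AT2G05070) by −2.31 ± 0.19. RBCS2B (AT5G38420) and RBCS3B (AT5G38410), small subunits of Rubisco, fell by −1.97 ± 0.16 and −1.91 ± 0.19. The histone H4 gene AT3G46320 fell at both times (−2.27 ± 0.32 and −2.71 ± 0.24). GH9C2 (AT1G64390), an endoglucanase that trims cellulose, fell by −2.86 ± 0.31 at ZT6, and the expansin *EXPA1* by −2.54 ± 0.53, which was −2.29, adjusted p = 0.057 without WT 22 °C replicate 2 and −1.75, adjusted p = 0.061 without WT 37 °C replicate 3. SUR1 (AT2G20610), the C-S lyase of glucosinolate synthesis, fell by −2.70 ± 0.22 at ZT1. Among genes whose responses differed by time of day, 6 are histone genes, led by HTR13 (AT5G10390) (difference −2.40 ± 0.36, adjusted p = 1.1e-04), and none is a light harvesting gene.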

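*HSP70B*, a heat-induced HSP70, was among the genes with the larger LFC at ZT1 (ZT6 minus ZT1 −1.69 ± 0.68, adjusted p = 0.12, and −2.27, adjusted p = 0.029 without WT 22 °C replicate 3 of ZT1). ELIP1 (AT3G22840), a light-stress protein of thylakoids, rose more at ZT6 (6.02 ± 0.51 against 2.46 ± 0.24; difference 3.56 ± 0.56, adjusted p = 0.0016). HSFB2B (AT4G11660), a repressor of *PRR7*, rose by 2.90 ± 0.17 at ZT1 and 4.41 ± 0.29 at ZT6 (difference 1.50 ± 0.34, adjusted p = 0.011, 1.18, adjusted p = 0.063 without WT 22 °C replicate 3 and 1.35, adjusted p = 0.095 without WT 37 °C replicate 3 of ZT6). Of the shared genes 1161 had the larger change at ZT6, 62.9% (95% binomial interval over genes 60.6% to 65.1%). The interval takes genes as independent and leaves out the spread between libraries.

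Weakly expressed genes carry this share: it was 79.1% among the genes with the lowest values (of 3 equal groups), 58.4% in the middle group and 51.1% in the highest. With the lowest value of ZT6 raised to that of ZT1 the share was 43.8% of 1545 shared genes, and with all libraries thinned to equal depth 52.0% of 889, both settings chosen after the data were seen. On the main set of shared genes these settings gave 36.8% and 40.0%. Leaving out a single library moved the share to 66.7% (WT 22 °C replicate 2 of ZT6), 66.0% (WT 22 °C replicate 3 of ZT6) and 69.4% (WT 37 °C replicate 2 of ZT6).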

We further examined these shared time of day specific DEGs (1457) and found that ~8% (119) show either a LFC ratio >2 or <0.5 between the LFC at ZT1 and ZT6 with a greater LFC at ZT6 (Fig. 3D). These 119 DEGs were not significantly enriched for any specific GO processes. However, several of these genes are characterized as hypothetical proteins of unknown function, and could be interesting candidates for follow-up studies on time of day control of heat stress responses (Fig. 3D). It has recently been shown that alterations to the phase and period of clock and clock controlled genes in response to heat stress, occurs after ~12 h under constant exposure to relatively high temperature (35 °C)^66^. Therefore, we reasoned that differential expression of clock genes and clock output genes in response to acute heat stress at ZT1 and ZT6 after lights ON are most likely due to the time of the day the stress was applied.

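HB21 (AT2G18550), a homeodomain factor of abscisic acid responses and bud dormancy, belongs to these 119 genes, as do genes of a stretch of chromosome 2 that copies the mitochondrial genome, 18 of the 119. With nuclear genes outside the counted part of that stretch included, 23 of the 119 match the mitochondrial genome in sequence. All 119 were called at 37 °C at both times here, 94 upregulated and 25 downregulated, and 113 had the larger LFC at ZT6. The test between the times called 98 of them, which describes the set and does not test it, since the paper chose these genes for their ratio between the times on the same libraries. Among all shared genes, 134 had a ratio over 2 in favour of ZT6, of which 108 differed by that test, and 17 in favour of ZT1, all of which differed.

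Many of the 119 are scarcely expressed at 22 °C. At ZT1 their median in WT at 22 °C was 1.58 log2 CPM, against 3.60 for all shared genes, and 69 of them (58.0%) lay within 0.5 of the lowest value, against 14.3% of the shared genes. After the lowest value of ZT6 was raised to that of ZT1, 13 of the 119 kept a ratio over 2 or under 0.5, and with libraries thinned to equal depth 33 did, settings chosen after the data were seen. Those that differed by time of day numbered 24 and 20 under these settings.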

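AT5G15950, an S-adenosylmethionine decarboxylase of polyamine synthesis, fell at 37 °C at ZT1 (LFC −1.66) and rose at ZT6 (1.39; difference adjusted p = 1.1e-11). AT1G55960, a lipid-transport-like protein, fell at ZT1 (−1.84) and rose at ZT6 (1.43; adjusted p = 4.9e-07). CCL (AT3G26740), a clock-controlled gene with a short-lived transcript, rose at ZT1 (1.47) and fell at ZT6 (−1.71; adjusted p = 9.1e-06). These 3 were named after their values were seen. By limma at each time, 20 genes were called at 37 °C in opposite directions, 10 up at ZT1 and down at ZT6 and 10 the reverse, of which 9 were not called at 10 °C at either time.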

Only a few DEGs (5 genes), mostly of unknown function, showed opposing responses between ZT1 and ZT6 at 37 °C (Fig. 3B,C). Of note, in the comparison between ZT1 and ZT6 for the DEGs specifically at 10 °C in WT, we observed similar time of day specific transcriptional changes (list provided in Supplementary Dataset S7). 

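APR1 (AT4G04610) and APR3 (AT4G21990), reductases of sulfate assimilation, had LFCs at 10 °C of −1.54 ± 0.30 and −0.47 ± 0.19 at ZT1 and of 2.36 ± 0.33 and 1.88 ± 0.30 at ZT6 (differences 3.89 ± 0.45, adjusted p = 1.5e-06 and 2.35 ± 0.36, adjusted p = 2.5e-04). CBF1 (AT4G25490), an activator of cold-regulated genes, rose at both times (1.33 ± 0.21 and 2.59 ± 0.42). *CBF3* rose more at ZT6 (difference 2.28 ± 0.44, adjusted p = 0.0015). ZAT12 (AT5G59820), a zinc finger of oxidative and cold stress, rose alike (1.75 ± 0.26 and 1.52 ± 0.22). CDF5 (AT1G69570), a Dof repressor of flowering, rose at ZT1 (2.11 ± 0.22) and not at ZT6 (−0.19 ± 0.28; difference −2.30 ± 0.36, adjusted p = 1.1e-04). *HSP70-4* fell at ZT1 by more than at ZT6 (difference 2.92 ± 0.44, adjusted p = 1.2e-04).

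In WT at 10 °C 126 genes were called at both times in the same direction (111 up and 15 down), where independent lists would share 12.7 and 5.18. Another 98 were called in opposite directions, 28 up at ZT1 and down at ZT6 and 70 the reverse. Called at ZT1 alone were 258 (53.5%), of which 148 (57.4%) differed by the test between the times in limma, and at ZT6 alone 1624 (87.9%), of which 1203 of the 1610 tested at both times (74.7%) differed. In these sets 49.6% and 47.6% of the genes changed in the same direction at the other time. Of the 126 shared genes 91 (72.2%, 95% binomial interval over genes 63.5% to 79.8%) had the larger change at ZT6, and 29 differed by the test. The interval leaves out the spread between libraries, and the added counts weigh more at ZT1 here too. Over all genes tested at both times 2792 responses to 10 °C differed, 1478 with the higher LFC at ZT6. Fewer differed with only the groups compared in a fit, and with libraries thinned to equal depth, a setting chosen after the data were seen.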

Reports that time of the day can modulate the magnitude of the transcriptional response to cold stress have been previously characterized^43,44,67^. In our analysis, we also observed that the upregulation of *CBF2 (AT4G25470)* in response to moderate cold stress (10 °C) is greater at ZT6 (LFC 5.1; FDR 3.1^−03^) vs ZT1 (LFC 4.3; 3.4^−07^).

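CBF2 (AT4G25470), an activator of freezing tolerance genes, rose at 10 °C in WT at ZT1 (LFC 4.30 ± 0.30, adjusted p = 1.5e-09; n = 3 at 10 °C and 4 at 22 °C) and at ZT6 (5.12 ± 0.39, adjusted p = 1.7e-04; n = 2 per group). The test between the times gave a difference of 0.83 ± 0.49, adjusted p = 0.33, and with the lowest value of ZT6 raised to that of ZT1, a setting chosen after the data were seen, of −0.0019. RD29A (AT5G52310), a hydrophilic protein of dehydration and 1 of the cold-response genes, had −0.81 ± 0.22 at ZT1 and 2.23 ± 0.45 at ZT6 (difference 3.04 ± 0.50, adjusted p = 9.2e-04). With the replicate number as a block its ZT6 call was lost. The ZT6 rise of *RD29A* was 2.03, adjusted p = 0.094 without WT 10 °C replicate 1, 2.05, adjusted p = 0.081 without WT 22 °C replicate 2 and 2.41, adjusted p = 0.052 without WT 22 °C replicate 3. Of 18 cold-response genes, 6 were upregulated at 10 °C at ZT1 and 8 at ZT6 (9 adjusted over the list alone), with median LFCs of −0.03 and 0.98 (camera in limma, adjusted p = 3.2e-04 and 3.8e-07, and 0.11 and 0.077 with an estimated correlation). In *cca1lhy* *CBF2* rose at 10 °C by 4.51 ± 0.28 and in *prr7prr9* by 3.36 ± 0.39.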

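HSFA1D (AT1G32330) and HSFA1E (AT3G02990), master activators present before stress, rose at 37 °C by 1.54 ± 0.20 and 2.42 ± 0.23 at ZT1 and by 1.67 ± 0.28 and 2.04 ± 0.35 at ZT6. The differences between the times were 0.13 ± 0.34, adjusted p = 0.86 and −0.38 ± 0.41, adjusted p = 0.62. HSFA6B (AT3G22830), an activator in abscisic acid and heat responses, had 1.36 ± 0.27 and 2.62 ± 0.47 (difference 1.26 ± 0.54, adjusted p = 0.16), and *HSFA7A* differed by −0.21 ± 0.44, adjusted p = 0.82. HSFB4 (AT1G46264), a root stem-cell factor, had 1.04 ± 0.37 and 1.28 ± 0.23 (difference 0.24 ± 0.44, adjusted p = 0.79). Its ZT1 rise was 0.69, adjusted p = 0.15 without WT 22 °C replicate 2, 1.06, adjusted p = 0.058 without WT 22 °C replicate 4 and 0.75, adjusted p = 0.14 without WT 37 °C replicate 3.

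Of the 21 HSFs tested, 12 were called at 37 °C at either time and 4 differed between the times. Besides *HSFB1* and *HSFB2B*, the 4 include HSFA7B (AT3G63350), a factor induced with *HSFA2* (6.07 ± 0.17 and 8.19 ± 0.42; difference 2.12 ± 0.46, adjusted p = 0.013). That difference was 2.02, adjusted p = 0.072 without WT 22 °C replicate 2 of ZT6 and 1.60, adjusted p = 0.11 without WT 37 °C replicate 3 of ZT6. HSFA8 (AT1G67970), a redox-sensing factor, fell at ZT6 (−1.04 ± 0.25), which no set with 1 library fewer kept: −1.10, adjusted p = 0.054 without WT 22 °C replicate 2, −0.97, adjusted p = 0.077 without replicate 3, −1.0, adjusted p = 0.073 without WT 37 °C replicate 2 and −1.07, adjusted p = 0.068 without replicate 3.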

We identified 13 *HSFs* that are differentially regulated by heat stress and six of them (*HSFA1D*, *HSFA1E*, *HSFA3*, *HSFA6B*, *HSFA7A*, and *HSF4*) showed modulation of the transcriptional response at ZT1 vs ZT6. For example, induction of *HSFA3* in response to heat stress is greater at ZT6 relative to ZT1 (LFC of 3.04 vs 1.85 and FDR of 3.0^−03^ vs 1.35^−05^, respectively) in WT, suggesting that HSFA3 is more sensitive to the heat stress in the early afternoon. 

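HSFA3 (AT5G03720), which acts under DREB2A and keeps the heat response going, rose at 37 °C in WT by 1.86 ± 0.25, adjusted p = 1.9e-06 at ZT1 (n = 4 per group) and by 3.04 ± 0.37, adjusted p = 4.8e-04 at ZT6 (n = 2 per group). The difference between the times was 1.18 ± 0.44, adjusted p = 0.10. With the replicate number as a block its adjusted p was 0.042, and without WT 22 °C replicate 3 of ZT6 the difference was 1.63, adjusted p = 0.039. DREB2B (AT3G11020), a relative of its activator DREB2A, rose by 3.06 ± 0.23 and 2.83 ± 0.24.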

Interestingly, the induction of *HSFA3* is also strongly enhanced in the *cca1lhy* (LFC 3.12; FDR 2.11^−08^) and *prr7prr9* (LFC 3.63; FDR 0.001) mutants at 37 °C relative to 22 °C, suggesting that the clock might also play an important role in modulating the transcriptional response of *HSFA3* to high temperature stress during the day.

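At 37 °C *HSFA3*, an activator of chaperone genes, rose in *cca1lhy* by 3.12 ± 0.25, adjusted p = 3.7e-10 and in *prr7prr9* by 3.62 ± 0.37, adjusted p = 1.8e-04. The interaction with genotype in limma was 1.26 ± 0.35, adjusted p = 0.085 for *cca1lhy* and 0.58 ± 0.52, adjusted p = 1 for *prr7prr9*, and 1.46, adjusted p = 0.033 for *cca1lhy* without WT 37 °C replicate 4. Between the heated genotypes *HSFA3* was higher in *cca1lhy* than in WT (1.49 ± 0.25, adjusted p = 3.6e-04) and not in *prr7prr9* (−0.51 ± 0.37, adjusted p = 0.98). *HSFA1E*, a master activator, went the other way in *cca1lhy*: it rose by 1.19 ± 0.23 and was lower than in heated WT (−1.67 ± 0.23, adjusted p = 3.9e-05), with an interaction of −1.24 ± 0.32, adjusted p = 0.067, and of −1.43, adjusted p = 0.021 without WT 22 °C replicate 2.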

### The clock controls the magnitude of the transcriptional response for a subset of DEGs

In *Arabidopsis*, up to 50% of the genes that are responsive to heat, cold, and other abiotic stresses show circadian rhythmicity^31–33,68–70^. Our analysis was performed to determine the contribution and connection between time of day and the clock modulation of heat stress responses through identification of the genes underlying this regulation.

Overall, from the thousands of genes that were differentially regulated in our analysis either by time, treatment, or genotype, we obtained 213 genes that were differentially expressed at 10 °C or 37 °C relative to 22 °C in WT, *cca1lhy* or *prr7prr9*, and that were also differentially expressed between WT and clock mutants at similar temperature stresses. Thus, these genes responded to heat (150 genes), cold (55 genes), or both (8 genes) stresses, and are also regulated by the clock (Supplementary Dataset S8). 

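BGLU17 (AT2G44480), a beta-glucosidase, and SEN1 (AT4G35770), a dark-induced senescence marker, were higher in *cca1lhy* than in WT at 37 °C (LFC 3.28 ± 0.27 and 2.99 ± 0.59), and *APR1*, a sulfate reductase, was lower (−2.41 ± 0.28). ABF1 (AT1G49720), a bZIP factor of abscisic acid signalling, was higher in *cca1lhy* at 10 °C (3.13 ± 0.21). RPP4 (AT4G16860), a disease resistance receptor, was higher in *cca1lhy* at 37 °C (3.05 ± 0.28). In *prr7prr9* at 37 °C BBX31 (AT3G21890), a microprotein of light signalling, was higher than in WT (3.74 ± 0.42, adjusted p = 0.012), and 3.48, adjusted p = 0.053 without *prr7prr9* replicate 3.

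By limma 366 genes were DEGs for a temperature in WT or a mutant and also between WT and that mutant at the same temperature. Of these 242 responded to 37 °C, 99 to 10 °C and 25 to both. At ZT1 there were 320, with 241 at 37 °C and 100 at 10 °C, and at ZT6 54, with 29 and 28.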

As mentioned earlier, the *cca1lhy* and *prr7prr9* double mutants have compromised circadian phasing, so it is possible that the observed differential response to temperature stress for many of the 213 genes are a result of phase changes and/or indirect feedback regulation^21,63,64^.

Therefore, to systematically determine the contribution of the clock mutation in response to heat or moderate cold stress, we filtered the 213 DEGs mentioned above by only considering DEGs having (i) a similar temperature response in both WT and clock mutant *(i*.*e* up-regulated in response to 37 °C compared to 22 °C in both WT and mutant for example), (ii) a differential expression between the WT and clock mutant at the specific stress temperature, but (iii) no differential expression between the WT and clock mutant at normal growth temperature (22 °C). This led to the identification of 69 DEGs for which the magnitude of the transcriptional response to temperature stress is modulated by the clock (Supplementary Dataset S8). These DEGs included genes that are either known to be clock controlled and/or abiotic stress regulated such as *EARLY LIGHT-INDUCABLE PROTEIN (ELIP1; AT3G22840)* and *PHOTOSYSTEM II LIGHT HARVESTING COMPLEX GENE 2*.*3 (LHCB2*.*3; AT3G27690)* (Supplementary Dataset S8). 

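LTP4 (AT5G59310), a lipid transfer protein induced by abscisic acid, rose at 37 °C in WT by 3.32 and in *cca1lhy* by 1.23 (interaction in limma, adjusted p = 0.017). AT5G45630, a protein of unknown function, rose by 4.44 and 2.18 (adjusted p = 5.8e-04). Both were named after their values were seen. *APX2* rose by 6.49 ± 0.15 in *cca1lhy* and was lower there than in WT at 37 °C (−1.11 ± 0.15, adjusted p = 2.7e-05).

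With the same response in WT and mutant, a difference between them at that temperature and none at 22 °C, 90 genes qualified, 2 of them at 10 °C at both times: 64 at 37 °C and 18 at 10 °C at ZT1, and 1 at 37 °C and 9 at 10 °C at ZT6. Of the 64, 18 were higher and 46 lower in *cca1lhy*. Fewer than 90 genes qualified with only the groups compared in a fit or with thinned libraries, the latter a setting chosen after the data were seen. More qualified at an adjusted p alone. The interaction test called 14 of the 90, all at 37 °C at ZT1, and none of those at 10 °C or ZT6. Over all genes the interaction at 10 °C called 3 genes at ZT1, and among 100 ways of dealing the libraries 8 gave as many.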

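*ELIP1*, which binds free chlorophyll under light stress, rose at 37 °C at ZT1 in *cca1lhy* by 1.63 ± 0.24 and was lower there than in WT (−1.16 ± 0.24, adjusted p = 0.0041). Without WT 37 °C replicate 3 that difference was −0.99, adjusted p = 0.019. No difference between the genotypes was called for *ELIP1* at 22 °C (−0.32 ± 0.24, adjusted p = 0.63), and its interaction of genotype with 37 °C was −0.83 ± 0.34, adjusted p = 0.29. *LHCB2.3*, an antenna protein, fell by −2.34 ± 0.20 in WT and −2.06 ± 0.20 in *cca1lhy* and was higher in *cca1lhy* at 37 °C (1.25 ± 0.20, adjusted p = 3.3e-04), with an interaction of 0.29 ± 0.29, adjusted p = 0.72. Of 21 light harvesting genes at 22 °C, 1 was higher in *cca1lhy*, LHCB1.4 (AT2G34430) (1.74 ± 0.21).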

To determine if these 69 DEGs are direct clock target genes, we compared this list of genes with published CCA1, LHY, PRR7, and PRR9 Chromatin Immunoprecipitation followed by deep sequencing (ChIP-seq) (Supplementary Dataset S8)^71–75^. Approximately 25% (17 of 69) of these DEGs were found to be directs targets of one or more clock genes (Fig. 4A; Supplementary Fig. S3 and Dataset S8).

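BBX30 (AT4G15248), a microprotein of light signalling, and DIL2 (AT5G40790), a relative of a drought-induced protein, were lower in *cca1lhy* than in WT at 37 °C at ZT1 (LFC −1.37 and −1.51) and carry a clock binding site. AT1G78995, a protein of unknown function, was higher in *cca1lhy* (1.65). AT2G39710, an aspartyl protease, fell at 37 °C by −1.44 in WT and −3.03 in *cca1lhy*, and of the genes with a site that the paper names it alone passed the interaction test in limma (adjusted p = 0.023, and 0.052 without WT 22 °C replicate 4). At 10 °C FP3 (AT5G63530), a farnesylated metal-binding protein, and AT5G54130, a calcium-binding phosphatase-like protein, were lower in *cca1lhy* (−1.32 and −1.27). Of the 90 genes of the clock-modulated set, 29 (32.2%) are targets of CCA1, LHY, PRR7 or PRR9 in the published ChIP-seq lists given with the paper. Among the 4470 genes that respond to a temperature alike in WT and mutant the share is 14.3% (Fisher's exact test against the rest, p = 1.1e-05, odds ratio 2.94), and among all genes tested 6.92%. The 90 were chosen for a difference between mutant and WT, which was not required of the rest. The test therefore cannot tell clock control of the temperature response from any effect of the mutations.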

**Figure 4:**
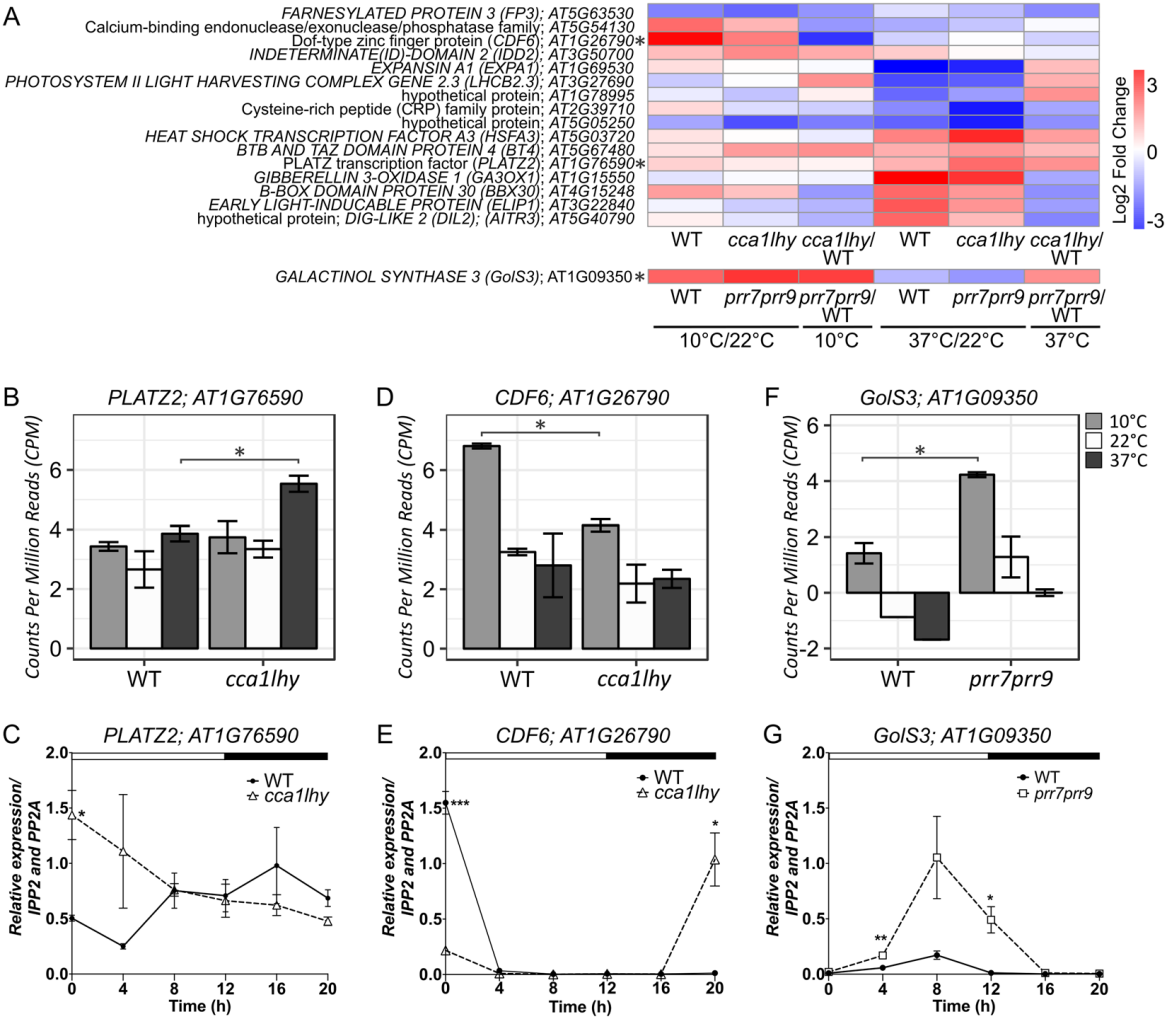
Alteration of gene expression for select clock controlled targets. (**A**) Heatmap of the 17 DEGs that are *mis*-expressed in either *cca1lhy* or *prr7prr9* or relative to WT and are direct ChIP-seq targets of CCA1, LHY, PRR7, or PRR9. Asterisk indicates the 3 genes described in the panels below. (**B**,**D**,**F**) Normalized counts per million (CPM) for *AT1G26790 (CDF6)*, *AT1G76590 (PLATZ2)*, and *AT1G09350 (GolS3)* at 10 °C, 22 °C, or 37 °C. Replicates were averaged and error bars calculated by standard deviation. Significance was determined by LFC > |1| and FDR < 0.05. (**C**,**E**,**G**) qRT-PCR of *AT1G26790*, *AT1G76590*, and *AT1G09350* transcript levels in WT, *cca1lhy*, and *prr7prr9* plants grown in LD cycles for 12 d. mRNA levels were normalized to *IPP2* and *PP2A* expression (mean values ± SD, n = 3, three independent experiments). ***P ≤ 0.0005; **P ≤ 0.005; *P ≤ 0.05, unpaired student t-test.

Although several of the 17 direct clock targets exhibit circadian oscillations based on the DIURNAL project, a direct link between the clock and their response to temperature stress was previously unknown^60^. For example, the plant specific *PLATZ TF (PLATZ2; AT1G76590)*, has been reported to have roles in abiotic stress responses such as desiccation tolerance in *Arabidopsis*^76^. In our dataset, *PLATZ2* is significantly upregulated only at 37 °C in *cca1lhy* (LFC 2.2; FDR 1.3^E-05^) relative to WT (LFC 1.2; FDR 4.1^E-03^; Fig. 4B and Supplementary Dataset S8). In addition, *PLATZ2* expression level is altered in the *cca1lhy* mutant significantly at ZT0, which coincides with the peak expression of *CCA1* and *LHY* though expression changes are also observed at other time-points throughout the day, including ZT8, the timing of peak expression for *PLATZ2* (Fig. 4C and Supplementary Fig. S3)^60^. These results suggest that the expression of *PLATZ2* might be negatively regulated by the clock, and the occurrence of the temperature stress response is also directly controlled by the clock.

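PLATZ2 (AT1G76590), a plant zinc-binding factor linked to desiccation tolerance, rose at 37 °C at ZT1 in *cca1lhy* (LFC 2.19 ± 0.27, adjusted p = 7.0e-07; n = 4 per group) and in WT (1.20 ± 0.27, adjusted p = 0.0011; n = 4 per group). The WT value was 0.99, adjusted p = 0.0077 without WT 22 °C replicate 4. At 37 °C *PLATZ2* was higher in *cca1lhy* than in WT (1.67 ± 0.27, adjusted p = 2.9e-04), at 22 °C it was not (0.69 ± 0.27, adjusted p = 0.19), and the interaction of genotype with 37 °C was 0.99 ± 0.38, adjusted p = 0.26. At ZT6 *PLATZ2* rose at 37 °C in *prr7prr9* (1.63 ± 0.21, adjusted p = 7.4e-04) and stayed just under the LFC threshold in WT (0.99 ± 0.21, adjusted p = 0.0098), passing it without WT 22 °C replicate 2 (1.08, adjusted p = 0.030) or WT 37 °C replicate 3 (1.04, adjusted p = 0.043).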

CCA1 and LHY modulation of transcript abundance in response to cold stress is also observed for *CYCLING DOF FACTOR 6 (CDF6; AT1G26790)*, a member of the *Dof* subfamily, involved almost exclusively in photoperiod flowering and abiotic stress responses in *Arabidopsis* (Fig. 4D)^77,78^. Similar to other members of the family (*CDF1*, *CDF2*, *CDF3* and *CDF5*), *CDF6* shows peak expression in the early morning (Fig. 4E)^77,78^. Some of these *CDFs* are also regulated in the morning by CCA1 and LHY and in the afternoon by PRR9, PRR7, and PRR5^79,80^. 

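CDF6 (AT1G26790), a Dof factor that delays flowering, was lower in *cca1lhy* than in WT at 10 °C (LFC −2.66 ± 0.38, adjusted p = 8.3e-05; n = 4 and 3) and not at 22 °C (−1.06 ± 0.36, adjusted p = 0.10) or 37 °C (−0.45 ± 0.36, adjusted p = 0.51) at ZT1. Without *cca1lhy* 22 °C replicate 2 the value at 22 °C was −1.37, adjusted p = 0.032. CDF3 (AT3G47500), a relative with a role in freezing tolerance, rose at 10 °C at both times (2.04 ± 0.13 and 1.80 ± 0.24), and CDF2 (AT5G39660), which binds the *CO* and *FT* promoters, at ZT1 (1.45 ± 0.28). All 5 CDF genes rose at 10 °C at ZT1 (median 2.04; camera in limma, adjusted p = 1.6e-19, and 4.5e-06 with an estimated correlation), against 2 at ZT6.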

Consistent with this observation, *CDF6* showed significantly reduced expression in the *cca1lhy* mutant (Fig. 4D,E). Because CCA1 and LHY are suggested to play a positive role on components of the morning loop such as *PRR7* and *PRR9*, the reduced expression of *CDF6* in the *cca1lhy* mutants might be due to the direct regulation by CCA1 and/or LHY, since *CDF6* is reported to be a target of LHY^21,75^. Alternatively, the reduced expression of *CDF6* in the *cca1lhy* mutant might be due to indirect feedback regulation given that *CDF6* is also a target of PRR9^73^. Interestingly, the significant induction of *CDF6* at 10 °C is reduced almost two-fold in the *cca1lhy* mutant, emphasizing the important role of CCA1 and LHY in the cold response of *CDFs* (Fig. 4D,E).

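*CDF6*, the Dof factor most induced by cold at dawn, rose at 10 °C at ZT1 by 3.56 ± 0.38, adjusted p = 1.4e-06 in WT and by 1.95 ± 0.36, adjusted p = 7.7e-04 in *cca1lhy*. The interaction of genotype with 10 °C in limma was −1.60 ± 0.52, adjusted p = 0.79. At ZT6 *CDF6* did not respond in WT (0.58 ± 0.42, adjusted p = 0.48), which differed from ZT1 by −2.97 ± 0.57, adjusted p = 8.2e-04. In *prr7prr9* at ZT6 it passed (2.1 ± 0.42, adjusted p = 0.023), but not without *prr7prr9* 10 °C replicate 1 (2.23, adjusted p = 0.12) or 2 (1.96, adjusted p = 0.16), or *prr7prr9* 22 °C replicate 2 (1.78, adjusted p = 0.16) or 3 (2.41, adjusted p = 0.073). *CDF1* rose at 10 °C at ZT1 by 1.74 ± 0.17.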

For the single DEG that was *mis*-regulated in *prr7prr9/WT* comparison based on our stringent selection criteria, *GALACTINOL SYNTHASE 3 (GolS3; AT1G09350)*, we observed up-regulation in *prr7prr9* relative to WT at 10 °C and likely 37 °C (Fig. 4F). 

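GolS3 (AT1G09350), a galactinol synthase under the CBF factors, was higher in *prr7prr9* than in WT at 10 °C at ZT6 (LFC 2.81 ± 0.37, adjusted p = 0.036; n = 2 per group), and the value was 2.87, adjusted p = 0.16 without *prr7prr9* replicate 1, 2.75, adjusted p = 0.44 without *prr7prr9* replicate 2, 2.55, adjusted p = 0.12 without WT replicate 1 and 3.07, adjusted p = 0.20 without WT replicate 2. With the replicate number as a block the call of *GolS3* between the genotypes at 10 °C was lost as well. At 37 °C the difference was 1.69 ± 0.37, adjusted p = 0.25 and at 22 °C 2.16 ± 0.37, adjusted p = 0.064. *GolS3* rose at 10 °C at ZT6 in WT (2.29 ± 0.37, adjusted p = 0.0061) and in *prr7prr9* (2.94 ± 0.37, adjusted p = 0.0025), with an interaction of 0.65 ± 0.53, adjusted p = 0.93, and in WT the responses at ZT6 and ZT1 differed by 2.47 ± 0.49, adjusted p = 0.0013. With the lowest value of ZT6 raised to that of ZT1, a setting chosen after the data were seen, its ZT6 rise in WT was 0.87. Other cold genes among those higher in *prr7prr9* at 10 °C are COR27 (AT5G42900), a repressor of evening genes, and *KIN1*, and each lost its call when any of the 4 libraries was left out: *COR27* (2.24 ± 0.30) had adjusted p from 0.11 without *prr7prr9* replicate 1, 0.11 without WT replicate 1 and 0.27 without WT replicate 2 to 0.49 without *prr7prr9* replicate 2. For *KIN1* (2.62 ± 0.36) these were 0.12, 0.052, 0.28 and 0.52 in the same order.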

*GolS3* belongs to a gene family that has been implicated in drought stress, heat stress, cold stress and oxidative damage^81^. However, very little is known about the precise function of *GolS3*, and the importance of the clock and cold temperature.

Of note, comparison between the time of day heat stress responsive DEGs mentioned in Fig. 3 and the ChIP-seq datasets, revealed that an additional ~11% (166 genes) were targets of CCA1, LHY, PRR7, or PRR9, 5 of which are shared with the 69 DEGs mentioned above, suggesting that both time of day and the clock modulate their transcriptional response to high temperature stress (Supplementary Dataset S8). For example, differential transcriptional response to heat stress for *HSFA3* described in reference to Fig. 2A above, appears to be modulated by both time of day and the clock (Fig. 4A).

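*HSFA3*, which sustains the heat response, *ELIP1*, a light-stress protein, and *LHCB2.3*, an antenna protein, are among the heat-responsive genes with a clock binding site. *DIL2*, bound as well, rose at 37 °C at ZT1 in WT (LFC 2.28 ± 0.25). Of the genes called at 37 °C at both times, 249 (13.5%) are ChIP-seq targets, 162 upregulated and 87 downregulated, against 8.01% of all genes tested at both times (Fisher's exact test against the other genes, p = 6.9e-17, odds ratio 1.90). The share is no higher than the 14.3% among the 4470 genes that respond to a temperature alike in WT and mutant. The 249 are targets of CCA1 (205), LHY (110), PRR7 (18) and PRR9 (19), and 14 belong to the clock-modulated set. The test between the times in limma called 51 of the 249. Leaving out genes called at 10 °C leaves 181 targets, 10 of them in the clock-modulated set. Of its own 166 targets, 5 of them shared with its 69 DEGs, the paper proposes that time of day and the clock both modulate the response to heat.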

It is possible that the DEGs that were not identified as direct clock targets are indirectly regulated by the clock. In addition, although we were able to make direct connections between the clock and a subset of our DEGs, the ChIP-seq experiments were performed at normal growth temperature for *Arabidopsis* (~22 °C). CCA1 has been shown to bind more strongly to *PRR9* at 27 °C compared to 12 °C, and temperature has been implicated in the regulation of alternative splicing for some clock genes suggesting that both differential binding of clock genes and post-transcriptional regulation might contribute to modulating the gene expression of stress responsive genes^82,83^. Therefore, ChIP-seq analysis of CCA1, LHY, PRR7, and PRR9 conducted under similar temperature stress conditions used in this study will likely contribute to defining the regulatory relationship between the clock and temperature-responsive genes. In fact, ChIP-seq analysis of evening expressed clock genes (*LUX*, *ELF3*, and *ELF4*) found that association of these components to target gene promoters was either decreased by high ambient (27 °C) or increased at low (17 °C) ambient temperatures relative to 22 °C, enabling the identification of additional targets that would have otherwise been overlooked^84,85^.

### Clock-controlled and heat stress regulated DEGs reveals specific network connections

Overall from the DEGs including the time of specific and clock controlled DEGs obtained in this analysis, 9% are annotated as TFs. From the genes targeted by CCA1, LHY, PRR7, or PRR9, we selected TFs that showed time of day specific differential changes in response to heat and those whose magnitude of the temperature response was controlled by the clock in our analyses. Of these 74 TFs, six are from the 69 clock-controlled DEGs and one belongs to the 119 time of day specific DEGs described above. We examined the Arabidopsis Cistrome Atlas which contains TFs and their target genes obtained by DNA affinity purification sequencing (DAP-seq)^86^, and found targets for one of these seven DEGs, *HB21*, *HOMEOBOX PROTEIN 21 (AT2G18550)*, a class I *Homeodomain leucine zipper (HD-ZIP)* TF^87^. *HB21* has been shown to be involved in hormone responses and plant development in light limiting conditions^87^.

We generated a gene regulatory network composed of 148 TFs including CCA1, LHY, PRR7, PRR9, and HB21 and their respective TF targets that responded to heat in a time of day and/or in a clock dependent context, and revealed 208 total connections (Fig. 5A and Supplementary Dataset S9). At all levels (clock regulated or *HB21* regulated DEGs), ~50% of the target genes were either up- or down-regulated in response to heat, and based on GO function analysis are enriched for leaf senescence, response to hormones, and response to light stimulus, consistent with the reported function of *HB21* (Fig. 5A). In this hierarchical network, *HB21* targets 97 TFs including 70 that are not targeted by the clock components. 

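*PLATZ2*, a zinc-binding factor bound by HB21 and CCA1, *HSFA3*, an activator of chaperones bound by CCA1 and LHY, and *PRR7*, a clock repressor bound by LHY, are targets that rose at 37 °C at ZT1, whereas *LHY*, bound by all 4 clock factors, fell. Of the 146 target genes, 76 were called up and 67 down at 37 °C in WT at either time, and 3 were called in opposite directions or not at all. At ZT1 46 were up and 31 down, and at ZT6 49 and 39. The test between the times in limma called 54 of the 146. Among the 76 targets of CCA1, LHY, PRR7 or PRR9, 39 were up and 34 down at either time, and 28 differed by time of day. Among the 98 targets of HB21, 53 were up and 45 down, and 39 differed. Both sets share 28 genes. These sets come from the paper's own selection on the same libraries, so their counts describe them and do not test them.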

Interestingly, the transcriptional response of *HB21* to heat stress is modulated by time of day and showed a significant fold increase in expression at ZT6 in our RNA-seq analysis and confirmed by qRT-PCR (Fig. 5B). In addition, a previously conducted ChIP-seq analysis revealed *HB21* as a direct target of CCA1, although in our data, *HB21* is not significantly upregulated in response to heat stress (37 °C vs 22 °C) in the *cca1lhy* or *prr7prr9* mutant or compared to WT (Supplementary Dataset S1 and S2)^71^. 

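*HB21*, a homeodomain factor that promotes abscisic acid accumulation in buds, rose at 37 °C in WT by 1.14 ± 0.25, adjusted p = 0.0012 at ZT1 (n = 4 per group) and by 4.06 ± 0.40, adjusted p = 1.3e-04 at ZT6 (n = 2 per group), a difference of 2.92 ± 0.47, adjusted p = 9.5e-04. Without WT 37 °C replicate 4 of ZT1 the ZT1 value was 0.93, adjusted p = 0.0071. After the lowest value of ZT6 was raised to that of ZT1 the difference was 0.82, adjusted p = 0.12, and with libraries thinned to equal depth 0.26, adjusted p = 0.74, settings chosen after the data were seen.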

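In *cca1lhy* at ZT1 *HB21*, a bud dormancy factor, rose at 37 °C by 1.50 ± 0.25, adjusted p = 5.9e-05 (n = 4 per group), and in *prr7prr9* at ZT6 by 2.68 ± 0.40, adjusted p = 0.0016 (n = 2 per group). Between the genotypes at 37 °C no difference was called for *HB21* (0.47 ± 0.25, adjusted p = 0.32 for *cca1lhy* and −0.39 ± 0.40, adjusted p = 1 for *prr7prr9* against WT). The interaction of genotype with 37 °C in limma was 0.37 ± 0.36, adjusted p = 0.71 for *cca1lhy* and −1.38 ± 0.56, adjusted p = 1 for *prr7prr9*.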

Interestingly, 28 HB21 target genes are also targets of CCA1, LHY, PRR7 or PRR9, such as *PLATZ2*, whose response to heat stress is modulated by the clock (Figs 4B,C and 5A). To the best of our knowledge, this is the first report linking HB21 and ~100 of its target genes to heat stress, time of day specific expression, and the clock in *Arabidopsis*. This integration of multiple data sources allowed us to build a hierarchical regulatory network that highlights the contribution of the dimension of time to specific environmental responses and growth and development. Future work to define the underlying mechanisms of this interaction along with integration of other stressomes will significantly contribute to our understanding on how plants interact with a changing environment.

**Figure 5:**
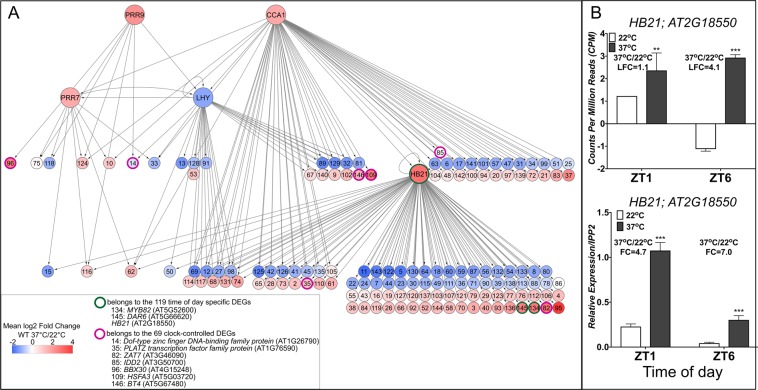
Interaction network of differentially expressed transcription factors. (**A**) Listed in the first level of the network are the 46 specific TFs including *HB21* that are direct targets of CCA1, LHY, PRR7, and/or PRR9 based on published ChIP-seq datasets^71–73^. Second level indicates direct connections for the 97 HB21 targeted DEGs from our dataset, obtained from DNA affinity purification sequencing (DAP-seq) data^86^. The 28 TFs (DEGs) shared between CCA1, LHY, PRR7, PRR9, and HB21 are indicated. Arrows in the network represents an interaction between the TF and its target gene based on either Chromatin Immunoprecipitation followed by deep sequencing (ChIP-seq) or DAP-seq. TFs circled in pink are from the list of clock controlled DEGs, and in green are genes from the time of day regulated DEGs. Upregulated and down regulated DEGs in response to 37 °C compared to 22 °C are indicated by shades of red or blue depending on the LFC values (> |1| and FDR < 0.05), respectively. Identity of the genes represented by numbers in each connection are listed in Supplementary Dataset S9. Network was visualized using Cytoscape software version 3.3.0^93^. (**B**) Time of day expression of *HB21* based on RNA-seq and qRT-PCR analysis. For RNA-seq, data are based on Normalized Counts Per Million Reads (CPM), and LFC was calculated based on 37 °C/22 °C at either ZT1 or ZT6. qRT-PCR was performed as described in Fig. 1 and normalized to *IPP2* expression, and Fold Change (FC) was calculated based on expression values at 37 °C relative to 22 °C. ***P ≤ 0.0005 and **P ≤ 0.005, unpaired student t-test.

## Conclusion

One of the mechanisms used by plants to respond to environmental stresses is coordinated through an elaborate gene regulatory network that involves the circadian clock. For heat stress responses, understanding how time of day and the circadian clock alters the transcriptional response such as the occurrence and magnitude of the response is essential. In this study, we performed a transcriptomic analysis to assess the extent of the time dimension and the contribution of the clock on the transcriptional dynamics of temperature stress responses during the day when plants should be primed in anticipation of increasing temperatures. Our analysis revealed that although a large subset of genes is induced by heat stress during the early morning and early afternoon, the occurrence or magnitude of this transcriptional induction depends on the time of day and/or the circadian clock. The precise regulatory mechanisms underlying this clock environment interaction in terms of heat stress remains to be determined. Our data reflects responses limited to 1 h and two time-points, therefore future work to detect heat stress responses that accumulate after prolonged exposure or different times of the day will further provide insights to the contribution of time of day on temperature stress responses. DEGs identified in this study should help to guide mechanistic studies, and integrate intricate gene regulatory networks together with the massive amounts of publicly available transcriptomic data underlying the abiotic stress response pathways.

## Experimental Procedures

### Plant materials and growth conditions

In all experiments, *Arabidopsis thaliana* Columbia-0 (Col-0) was used as wild-type (WT). The *cca1-1/lhy-20 (cca1lhy)* was generated by crossing the previously characterized *cca1-1* mutation in Col-0 with *lhy-20* also in Col-0 background^28,59^. The *prr7-3/prr9-1 (prr7prr9)* in Col-0 was previously characterized^21,58^. Seeds were surface sterilized and stratified in the dark at 4 °C for 3 days. Plants were grown on plates containing Murashige and Skoog (MS) medium supplemented with 1.5% sucrose (wt/vol) in 12 h light and 12 h dark (LD) cycles for 12 days at constant 22 °C and 90 µm light intensity. For the RNA-sequencing experiment, a subset of plants was transferred for 1 h to a growth chamber set to either 10 °C or 37 °C on day 13. For *cca1lhy*, plants were transferred at lights on (ZT0) and for *prr7prr9*, 5 h after lights on. Whole seedlings were collected one hour after temperature treatments corresponding to ZT1 and ZT6.

### RNA extraction and RNA-sequencing library preparation

Total RNA was extracted using the RNeasy Plant Mini Kit (Qiagen, Hilden, Germany) following manufacturer’s protocol. The extracted RNA was DNaseI treated to remove contaminating DNA (Millipore Sigma, Burlington, MA, USA). Next between 2 µg and 5 µg of total RNA was mRNA purified with Dynabeads Oligo-dT(25)^88^. Libraries were prepared as described previously^89^. Modifications to the protocol are as follows: for the adapter ligation, EDTA was not added to the samples during adapter ligation, and samples were always eluted from the beads using RNAse-free water instead of 10 mM Tris-HCl pH 8. In the final enrichment, Kapa HIFI (Kapa Biosystems, Wilmington, MA, USA) was used instead of Phusion Polymerase, and we performed 15 cycles to amplify the libraries. Final libraries were either purified by Ampure XP beads or SDS-PAGE gel extraction^90,91^. Library concentration and quality were verified using a Qubit 2.0 Fluorescence Reader (ThermoFisher Scientific) and Bioanalyzer 2100 (Agilent Genomics). Libraries consisting of four biological replicates for Col-0 and *cca1lhy* after one hour treatment (ZT1), and two replicates of Col-0 and *prr7prr9* after one hour treatment (ZT6) for each temperature were multiplexed with unique barcodes and sequenced.

### RNA-sequencing and data analysis

Single-end 75 base pair sequences were generated for each mRNA library using the NextSeq500 (Illumina) at the UC Riverside (UCR) Institute for Integrated Genome Biology (IIGB) Genomics Core facility. Data analysis was conducted by following the systemPipeR workflow using a computer cluster operated by the UCR IIGB facility, specifically using R version 3.4.3^92^. To control quality of reads, we used cutadapt with default settings and FastQC reports^92^. Trimmed reads were mapped to the TAIR10 genome using the alignment software, TopHat2 (2.0.14) and Bowtie2 (2.2.5)^92^. Exons were counted by “union” mode with GenomicFeatures using the Araport11 gff (201606). An offset of 5 counts was applied to all counts followed by library scaling by edgeR.calcNormFactors^92^. Limma was employed to conduct differential gene expression analysis specifically using quantile normalization with voom^92^. Log-fold change (LFC) was calculated by subtracting the normalized CPM values between treatments, while false discovery rate (FDR) was calculated with the Benjamini & Hochberg method^92^. Differentially expressed genes (DEGs), used for downstream analysis and heatmap clustering, were selected by filtering for Log_2_ Fold Change (LFC) > |1| and FDR < 0.05. Clustering for heatmaps utilized the Euclidean method with partition around medoids^92^.

### Comparison with other temperature stress experiments

Genevestigator was used to identify heat and cold stress experiments performed in Col-0 plants^46^. The Genevestigator accession numbers used were: AT-00120, AT-00176, AT-00221, AT-00230, AT-00288, AT-00389, AT-00402, AT-00500, AT-00633, AT-00640, AT-00641, AT-00645, AT-00654, AT-00670, and AT-00751.

### Quantitative real-time PCR

Seeds were prepared as described above and grown in LD conditions at 22 °C for 12 d. Samples were collected every 4 h in LD and total RNA was isolated with the Qiagen RNeasy plant mini kit (Qiagen, Hilden, Germany). cDNA was synthesized using 1 µg of total RNA and was reverse-transcribed with the iScript cDNA synthesis kit (Bio-Rad). See Supplementary Table S1 for gene specific primers and qRT-PCR conditions used here.

### Interaction network analysis

To analyze interactions between selected TFs, published Chromatin Immunoprecipitation followed by deep sequencing (ChIP-seq) data for *CCA1*, *LHY*, *PRR7* and *PRR9*, and DNA Affinity Purification sequencing (DAP-seq) data for *HB21* were used^71–73,86^. *CCA1*, *LHY*, *PRR7*, *PRR9*, and *HB21* were defined as sources. Targets were restricted to differentially expressed transcription factors. Interaction networks were visualized using Cytoscape software version 3.3.0^93^.

## Supplementary information

Supplementary Data

Dataset S1

Dataset S2

Dataset S3

Dataset S4

Dataset S5

Dataset S6

Dataset S7

Dataset S8

Dataset S9

## Data Availability

The sequences reported in this paper have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) database and can be accessed through GEO Series accession GSE116004.

# Supplementary material for: Contribution of time of day and the circadian clock to the heat stress responsive transcriptome in Arabidopsis
**Source:** Sci Rep. 2019 Mar 18;9:4814. doi: 10.1038/s41598-019-41234-w
**Supplement:** Supplementary file 1 — Supplementary Data

Supplementary Figures and Table - SREP-18-43668

Contribution of time of day and the circadian clock to the heat stress responsive transcriptome in *Arabidopsis*

Authors

Emily J Blair¹, Titouan Bonnot¹, Maureen Hummel¹, Erika Hay¹, Jill M Marzolino¹ and Ivan A Quijada¹,
and Dawn H Nagel^{1*}

Supplementary Figures and Table:

Supplementary Fig. S1: Comparison between our dataset and published datasets.

Supplementary Fig. S2: Comparison of the number of up and down-regulated genes at different temperatures.

Supplementary Fig. S3: Isolation of direct clock targets and the expression profile of the respective clock genes.

Supplementary Table S1: PCR conditions and primer sequences used in qRT-PCR

Supplementary Fig. S1

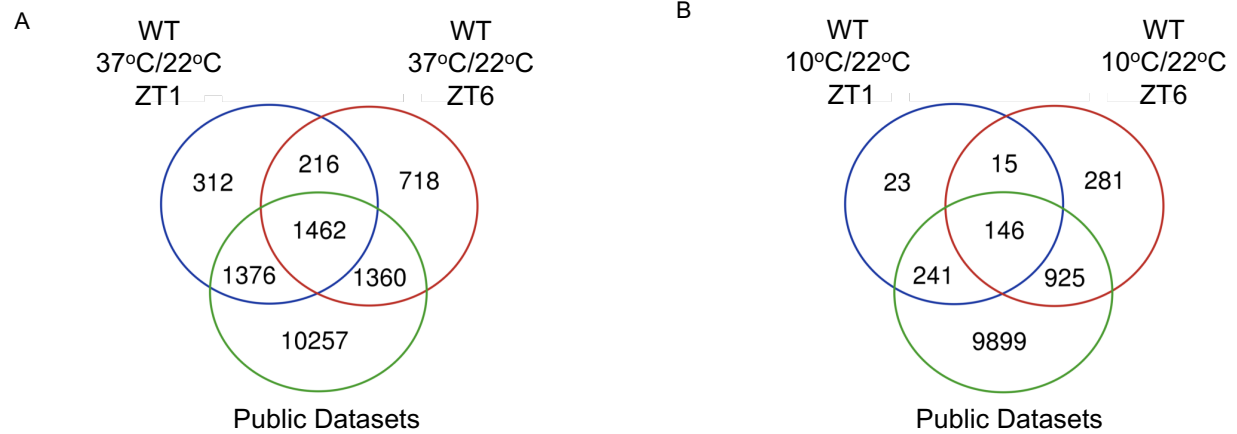

Supplementary Fig. S1: Comparison between our dataset and published datasets. (A and B) Venn diagrams displaying overlapping DEGs between heat (A) and cold (B) stress in WT at ZT1 and ZT6 compared to published datasets available on Genevestigator, and most recent heat and cold stress RNA-seq datasets at the time of this analysis^{39,43,54}. For the Calixto *et al.*, 2018 dataset, we used DEGs from timepoints similar to the time of day (ZT0 and ZT6) for our analysis. For the Albihlal *et al.*, 2018, we used RNA-seq from the WT heat stressed, WT non-stressed (NS), and the HSFA1b OX NS experiments.

Supplementary Fig. S2

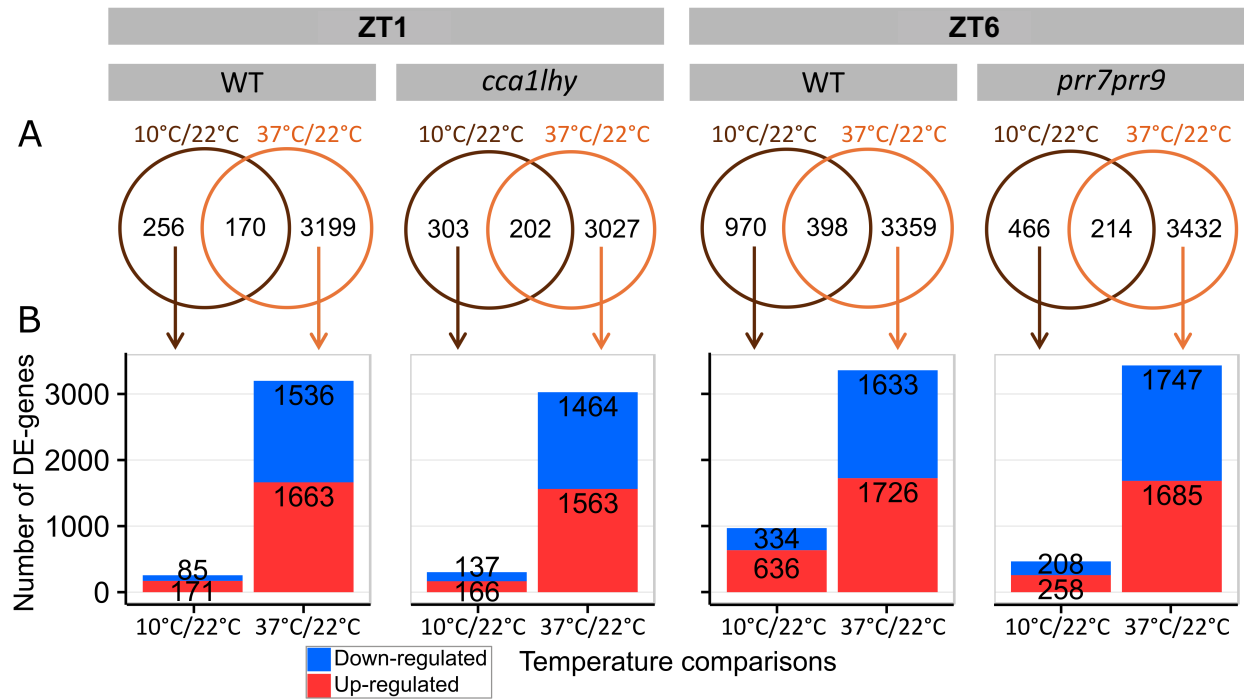

Supplementary Fig. S2: Comparison of the number of up and down-regulated genes at different temperatures. (A) Venn diagrams display DEGs that overlap between temperature treatments in WT or *cca1lhy* at ZT1 and WT or *prp7prp9* at ZT6 after lights ON. (B) Number of differentially expressed genes comparing temperature treatments by genotype and time of day.

Supplementary Fig. S3

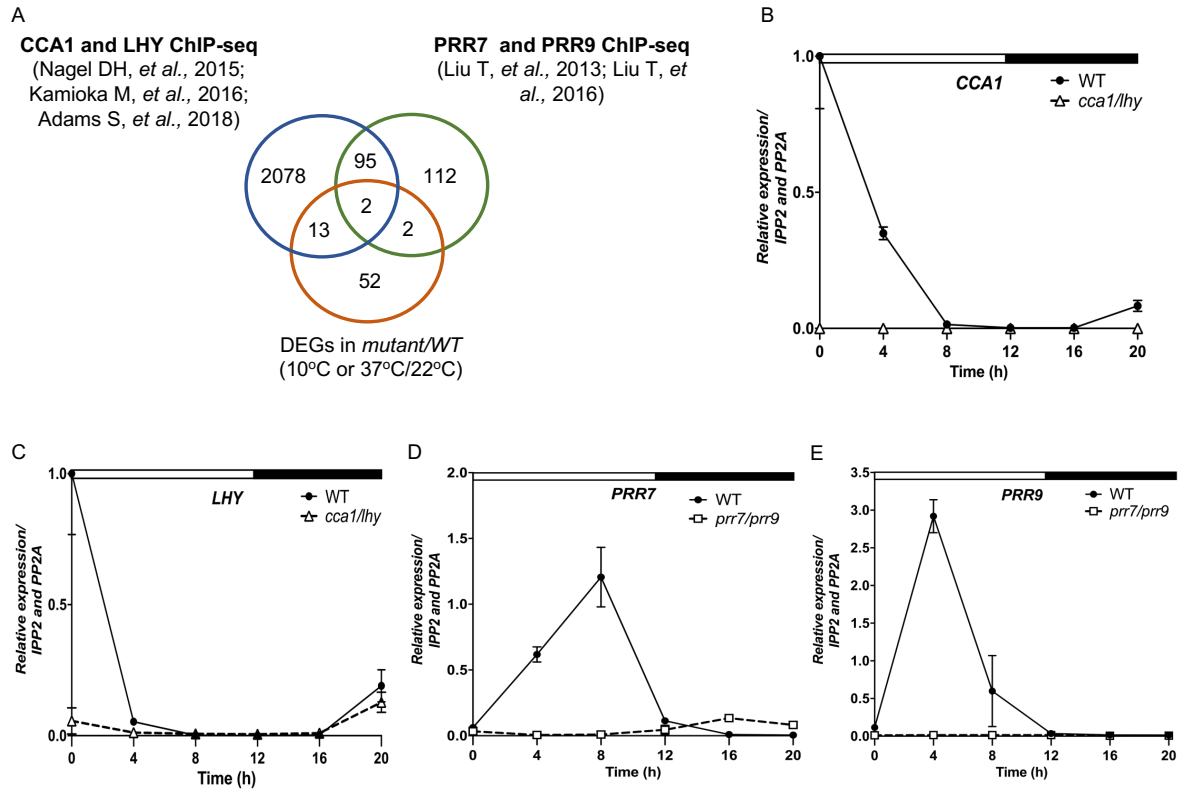

Supplementary Fig. S3: Isolation of direct clock targets and the expression profile of the respective clock genes. (A) Comparison between CCA1, LHY, PRR7, and PRR9 direct targets and differentially regulated genes (DEGs) in *cca1lhy*/WT and *prp7prp9*/WT. Venn diagram showing the overlap between the high confidence CCA1 targets in LD (Nagel *et al.*, 2015), non-overlapping CCA1 targets from Kamioka *et al.*, 2016, LHY targets (Adams *et al.*, 2018), PRR7 targets (Liu *et al.* 2013), and PRR9 targets (Liu *et al.* 2016), and DEGs for *mutants* compared to WT^{69–73}. (B–E) Relative expression of *CCA1*, *LHY*, *PRR7*, and *PRR9*. qRT-PCR of *CCA1*, *LHY*, *PRR7*, and *PRR9* transcript levels in WT, *cca1lhy*, and *prp7prp9* plants grown in LD after 10 d entrainment in 12 h:12 h LD cycles with collection on 12 d. mRNA levels were normalized to *IPP2* and *PP2A* expression (mean values $\pm$ SD, $n = 3$, three independent experiments). X-axis, time in hours (h) and Y-axis, relative expression.

Supplementary Table 1: PCR Conditions and Primer Sequences used in qRT-PCR

PCR conditions were 95 °C for 3 min followed by 40 cycles at 95 °C for 10 s, 55 °C for 15 s, and 72 °C for 15 s. *Protein Phosphatase 2A (PP2A)* and *isopentenyl-diphosphate delta-isomerase II (IPP2)* were used as normalization controls.

PRR9-F: 5'-GCCAGAGAGAAGCTGCATTGA-3'
PRR9-R: 5'-CCTGCTCTGGTACCGAACCTT-3'
LHY-F: 5'-CAACAGCAACAACAATGCAACTAC-3'
LHY-R: 5'-AGAGAGCCTGAAACGCTATACG-3'
PRR7-F: 5'-CTTTCTCAAGGTATAATCCAGCC-3'
PRR7-R: 5'-ACAATCATATGCTGCTTCAGTC-3'
CCA1-F: 5'-CAGCTCCAATATAACCGATCCAT-3'
CCA1-R: 5'-CAATTCGACCCTCGTCAGACA-3'
GolS3-AT1G09350-F: 5'-ACAGGCCAAGAAGGAAATATGG-3'
GolS3-AT1G09350-R: 5'-GATGGAGCTTTGGCACATTG-3'
PLATZ2-AT1G76590-F: 5'-TGGCTAATCCCAATGCTAAGAG-3'
PLATZ2-AT1G76590-R: 5'-ACATGTTGCACTCGCTTTTG-3'
CDF6-AT1G26790-F: 5'-GACTTGTATTGTCAGTAACAGATTGG-3'
CDF6-AT1G26790-R: 5'-TGGCTGGACAATTACACCG-3'
HB21-AT2G18550-F: 5'-CTTCTACTCATTTCTCAATTGTACCC-3'
HB21-AT2G18550-R: 5'-CACCCATTGCCTTCGTTTTTC-3'
IPP2-F: 5'-CTCCCTTGGGACGTATGCTG-3'
IPP2-R: 5'-TTGAACCTTCACGTCTCGCA-3'
PP2A-F: 5'-TAACGTGGCCAAAATGATGC-3'
PP2A-R: 5'-GTTCTCCACAACCGATTGGT-3'

How the deposited data were processed for this re-analysis (not part of the article)

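RNA from seedlings of WT, *cca1lhy* and *prr7prr9* kept for 1 h at 10 °C, 22 °C or 37 °C was measured in 35 libraries, 23 at ZT1 (WT and *cca1lhy*) and 12 at ZT6 (WT and *prr7prr9*). Groups are genotype and temperature within a time of day. The ZT1 groups hold 4 libraries, WT at 10 °C 3, and the ZT6 groups 2. At ZT6 the numbers that the table and the labels give the replicates differ, so those columns were mapped to their group and the table's own numbers are used.

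The authors trimmed reads with cutadapt, mapped them to TAIR10 with TopHat2 (2.0.14) and Bowtie2 (2.2.5), counted exons of Araport11 in union mode with GenomicFeatures, added 5 to every count, scaled the libraries with edgeR, and applied voom of limma with quantile normalization. The deposited values of each library are log2 CPM after these steps, made by the authors separately for each time of day, and the group means are means of these log2 values. The tables' header names them CPM, and the values, which run from 1.23 to 15.09 at ZT1 and from −1.68 to 14.73 at ZT6 in every library of a time, are on the log2 scale. The deposited log2 fold changes between groups and their p-values, given as a false discovery rate, are the authors' own and were used only to check the columns. No mitochondrial or chloroplast genes are in the tables. Of the 37898 gene identifiers 37751 occur in the reference table used here, which is TAIR10.1.

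The files hold no counts. The plan set one test for counts and limma for log2 values, so its test for counts did not apply and limma (3.58.1, R 4.3.3) with a trend was used throughout. All 6 groups of a time of day were fitted together without a replicate block, on genes above the lowest value in at least 3 libraries at ZT1 and 2 at ZT6. DEGs have a Benjamini-Hochberg adjusted p under 0.05 and an absolute LFC over 1. Interactions of genotype with temperature were tested within a fit and the difference of WT responses between the times as ZT6 minus ZT1, with the standard error from both fits and Satterthwaite's degrees of freedom, each at an adjusted p under 0.05. No value was compared in level between the tables. Shares of ChIP-seq targets were compared by Fisher's exact test. Splits of the ZT1 libraries into groups of the same sizes (35, or 100 drawn for an interaction) count how often other groupings give as many genes.

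Reads per gene were recovered from the steps of the values, since genes with the same count in a library share one value. An offset of 5.5 reads left a standard deviation of 0.00760 (ZT1) and 0.00519 (ZT6) between the recovered and deposited scale, against 0.437 and 0.416 for an offset of 0.5. Libraries hold 1.11 to 10.2 M (mega) reads at ZT1 and 11.7 to 29.0 M at ZT6. Replicates differ by more than counting noise, with a median dispersion index of 2.14 at ZT1 and 6.04 at ZT6.

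The code was tested on simulated data before use. At ZT1 93% of genes changed by 1.5 on the log2 scale and 100% of those changed by 3 were found for 37 °C, with 2 unchanged genes called. At ZT6 these were 51%, 100% and 2. For the interaction with 37 °C they were 77% and 100% at ZT1 and 19% and 81% at ZT6. For the test between the times they were 63% and 100%, with 27 unchanged genes called of 25631. The recovered library totals were within 1.05% (ZT1) and 2.10% (ZT6).

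Gene lists were written before the tables were opened: HSF, small HSP, chaperone, other heat marker, unfolded protein response, cold response, morning and day clock, evening clock, other clock, CDF, light harvesting, histone, ribosome biogenesis, sulfate assimilation, glucosinolate, chloroplast movement, abscisic acid and water deficit, root marker, leaf marker, reference genes and genes named by the paper. Each was tested with camera of limma, with its preset and with an estimated correlation, and its members were also adjusted over the list alone. A list p-value given without mention of the estimated correlation is that of the preset. Genes named in the text follow a rule written at the same time. It takes every gene that the paper names in its text, Fig. 4A, Fig. 5B or Dataset S4 and that bears on a conclusion, the 10 largest rises and falls of WT at 37 °C at each time and the 5 largest of every other contrast among separated, called genes with a symbol, and up to 4 called members of each list with the largest LFC, with any member the paper names. Values in Datasets S4, S7, S8 and S9 had been seen when the rule was written. Genes named outside it are marked as chosen after their values were seen.

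Genes of the mitochondrial copy on chromosome 2 were matched to the organelle genomes with BLAST (2.17.0; 95% identity, word size 28, at least 100 bases), and each set of matched genes was compared with the 50 unmatched genes nearest in level, with intervals from 2000 bootstrap samples. A value within 0.5 of the lowest counts as near it. Chance values for shared controls come from 20 simulations. Alternatives cover the trend, the filter, the fold change threshold, a replicate block, the groups in the fit, the number of ZT1 replicates, each library left out, the depth and the lowest value. Thinned values come from 1 random draw, and counts from 10 further draws stand in the section on settings. The qRT-PCR measurements of the paper were not analysed here, and its GO terms were not tested. Supplementary tables of the paper that are held only in part were not used here.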

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

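The tests of the added counts and of a stronger afternoon response on the shared heat genes, and the test of the number of reads in the 4 ZT6 libraries, were chosen only after the results they measure were seen. One library stood apart from its group in depth. Replicate 3 of *cca1lhy* at 22 °C at ZT1 held an estimated 3.25 M reads and the other 3 held 1.93 to 2.03 M, a gap of 0.925 of the group's range, past Dixon's 95% critical value for 4 samples. Depth, genes above the lowest value, 2 principal components and the mean correlation with the rest of the group gave 25 such comparisons and this 1 past the value, where about 1 in 20 is past it by chance. The same library came closest of the others, with 0.804 in mean correlation.

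The effects of temperature differed between groups of samples by the tests of the difference itself. In WT 2420 responses to 37 °C and 2792 to 10 °C differed between ZT1 and ZT6, each within its own sequencing run, so a difference between the runs that changes LFCs stays open beside time of day. Between WT and mutant, responses to 37 °C differed for 235 genes at ZT1 and 1 at ZT6, and responses to 10 °C for 3 and 26. The interaction test with 37 °C found 77% of simulated changes of 1.5 on the log2 scale at ZT1 and 19% at ZT6. The 235 and the 1 therefore do not compare the 2 mutants. For the 235, only the real one of 100 ways of dealing the genotypes within each temperature gave as many, with 163 as the highest other. Such a number is rare among these draws, but 100 of them do not exclude chance. The count fell to 140, below that 163, when WT 22 °C replicate 4 was left out. For the 3, 8 of 100 gave as many and the highest other gave 135, so chance cannot be excluded, and a split with many more genes than the real one points to a structure of the samples. Genotype itself is one, since a draw that swaps genotypes at 1 temperature alone turns it into an interaction. The groups of 2 at ZT6 are too small for such splits.

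For the ZT1 counts of DEGs, 1 of 35 splits of the same libraries, the real one, gave as many in each of 7 cases. Chance is not excluded by this, since 35 splits cannot show a share below 1 in 35. The other splits also mix libraries of both groups, which widens the spread within groups and can lower their counts. The real counts and the highest others were 3414 and 87 for 37 °C in WT, 3273 and 3 in *cca1lhy*, 482 and 205 for 10 °C in WT, 552 and 3 in *cca1lhy*, and 404 and 137, 442 and 8, and 549 and 28 between the genotypes at 10 °C, 22 °C and 37 °C.

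Among genes called at 37 °C at both times most had the larger LFC at ZT6, most strongly where expression was low. With the lowest value of ZT6 raised to that of ZT1, 43.8% were larger at ZT6, so the 5 added counts, which weigh more in the smaller ZT1 libraries, may account for the share above 50%. A stronger response in the early afternoon across these genes stays open, since 52.0% were larger at ZT6 with all libraries thinned to the depth of the smallest (49.9% to 53.0% in 10 further random draws), near an even split. Of the genes shared before thinning 40.0% were larger at ZT6 when thinned, which goes against it, but these were chosen with the full reads of ZT6 and ZT1 libraries that thinning changed little, and time of day cannot be told apart from the sequencing run.

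In 4 of the 12 ZT6 libraries 27329 to 29244 genes lie above the lowest value, against 24403 to 25871 in their partners. They do not have more reads throughout, since 1 of the 4 has 0.947 times the reads of its partner. Genomic DNA would spread reads over pseudogenes and protein-coding genes alike, yet genes without a read in the other 8 libraries gained 0.374 times as many reads per kb in pseudogenes as in protein-coding genes (95% interval 0.332 to 0.418, and 0.376, 0.326 to 0.434, without genes that have a second copy), although the share of such genes with a read rose with length, as carried-over DNA would have it (38.6%, 48.1% and 65.6% in 3 groups from short to long). Reads from heated libraries given to the wrong sample would raise heat-induced genes, yet 128 such genes lay −0.0603 from other genes of their level in *prr7prr9* 22 °C replicate 3 and −0.0603 in *prr7prr9* 10 °C replicate 2, equal because the median falls on tied genes. The cause stays open, no biological explanation was tested, and the 4 libraries come from 4 conditions.

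The paper does not discuss the copy of the mitochondrial genome on chromosome 2, of whose tested genes 79 of 132 were called up at 37 °C in WT at ZT1 and 105 of 156 at ZT6, with none up at 10 °C (limma; 0 called down at ZT1 and 2 at ZT6). Matched nuclear genes outside those counted here rose too, by 1.24 at ZT1 and 2.33 at ZT6 above unmatched genes of their level. Many of them also lie on chromosome 2 and match over their whole length, such as AT2G07599 and AT2G07806 beside the counted genes. They are therefore not an independent check. Counted genes without a match had medians of 0.30 and 0.23, so reads of mitochondrial transcripts that map to these copies may account for the rise. Matched genes were kept in all counts: 103 of those called up at 37 °C in WT at ZT1, 138 at ZT6 and 99 at both times. AT2G07629 and AT2G05365 of the clock-modulated set match as well. Normalization or depth at 37 °C is argued against by unmatched genes of the same level, whose median LFCs were 0.00 and −0.11. More organelle nucleic acid of both kinds stays open, because only 6 and 10 nuclear genes match the chloroplast genome, with 0.19 and −0.026. Whether heat raises mitochondrial transcripts or their share in poly(A) libraries stays open and untested, since the tables hold no mitochondrial genes.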

How the results depend on the processing

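Raising the lowest value of ZT6 to that of ZT1, thinning every library to the 1.11 M reads of the smallest, and leaving out the 4 ZT6 libraries with few genes at the lowest value were chosen only after the data were seen. The other settings were chosen before the data were examined. DESeq2, the study's own steps from counts, thinning of deposited counts and another prior count were planned and not run, because the tables hold log2 values and no counts. Depth limits weakly expressed genes at ZT1, where the 37 °C libraries hold under 2 M reads and the added counts compress an LFC, and 2 libraries per group limit every test at ZT6. With 1 library left in a ZT6 group, limma takes that library to vary like the other groups. The cause was not tested for any change below, except that fits with fewer libraries have less to estimate the spread from.

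Without the trend 22 of 25 counts stayed within 1.5 times, and *prr7prr9* against WT at 10 °C gave 25 DEGs, the ZT6 interaction with 37 °C 0 genes (1191 at unadjusted p < 0.05) and with 10 °C 16. Without a filter 24 of 25 stayed, and the ZT1 interaction with 10 °C gave 14. At an adjusted p under 0.05 alone, ZT1 gave 8433 DEGs at 37 °C in WT, 7952 in *cca1lhy*, 1048 and 1488 at 10 °C, 769, 1086 and 1646 between genotypes at 10 °C, 22 °C and 37 °C, and 13638 in the union. WT at 10 °C at ZT6 gave 2848, the shared genes were 3655 with 66.8% larger at ZT6, and 387 genes were clock-modulated. Among genes in the upper 50% of level the share was 52.9% of 942 genes. Requiring the interaction left 14 clock-modulated genes, and leaving out genes called at 10 °C left 1555 shared genes. With an estimated correlation 28 of 126 gene list tests passed, against 78.

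With only the groups compared in a fit, which leaves 4 libraries for a ZT6 contrast, ZT6 gave 614 DEGs at 37 °C in WT, 1952 in *prr7prr9*, 41 at 10 °C in WT, 0 in *prr7prr9* (6387 at unadjusted p < 0.05), and 0, 0 and 0 between genotypes at 10 °C, 22 °C and 37 °C (4047, 2069 and 1520 unadjusted). Both ZT6 interactions gave 0 and 0 (990 and 2382 unadjusted by limma), and the union held 6022. At ZT1 this fit gave 293 and 292 DEGs between genotypes at 22 °C and 37 °C and interactions of 134 and 7. Between the times it gave 990 responses to 37 °C, 1640 to 10 °C, 422 shared genes with 72.7% larger at ZT6, and 47 clock-modulated genes.

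With ZT1 reduced to replicates 2 and 3, or to 2 and 4, WT gave 162 and 126 DEGs at 10 °C, *cca1lhy* 138 and 136, and the genotypes 71 and 113 at 10 °C, 128 and 96 at 22 °C, and 238 and 146 at 37 °C. The share larger at ZT6 was 57.6% and 57.6%, and 56.8% with replicates 3 and 4, where 9 of 10 results stayed. ZT1 samples with the same replicate number correlated at −0.33 to 0.29 (median 0.018), 16 of 55 pairs over 0.1, and 10 of 23 samples correlated best with their own number. At ZT6, where the table's own numbers were used since the labels number the replicates differently, the 7 pairs of groups that share both numbers correlated at −0.40 to 0.30. So the samples share only a number. With it as a block no ZT1 count moved by over 1.5 times (WT at 10 °C 526, interaction with 37 °C 279). At ZT6 4 counts moved: *prr7prr9* at 10 °C to 693 DEGs, *prr7prr9* against WT at 10 °C to 17, and the interactions to 0 (1244 at unadjusted p < 0.05 by limma) and 13. Under the block 10 °C calls at ZT6 ended for *TOC1* (−0.92, adjusted p = 0.094) and *RD29A* (1.97, adjusted p = 0.085) in WT and for *GolS3* (2.81, adjusted p = 0.076), *COR27* (2.24, adjusted p = 0.078) and *KIN1* (2.62, adjusted p = 0.093) between the genotypes. The 37 °C difference between the times of *HSFA3* passed (1.18, adjusted p = 0.042), and the 10 °C response of *CDF5* at ZT6 turned to 0.019. It changed no other call of a named gene.

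With the lowest value of ZT6 raised, ZT6 gave 2655 DEGs at 37 °C in WT, 2534 in *prr7prr9*, 0 for the interaction with 37 °C (1144 at unadjusted p < 0.05 by limma) and 5831 in the union, and the share larger at ZT6 turned to 43.8%. Thinned libraries gave at ZT1 313 DEGs between genotypes at 37 °C and an interaction of 132. At ZT6 they gave 1448 and 1349 DEGs at 37 °C in WT and *prr7prr9*, 433 and 238 at 10 °C, 22, 27 and 20 between genotypes at 10 °C, 22 °C and 37 °C, interactions of 38 and 74, and 3585 in the union. Between the times they gave 700 responses to 37 °C and 1302 to 10 °C, 889 shared genes with 52.0% larger at ZT6, and 46 clock-modulated genes. These come from 1 random draw of reads. In 10 further draws, made after it was seen, ZT6 gave 1483 to 1547 DEGs at 37 °C and 429 to 492 at 10 °C in WT and 3618 to 3773 in the union, 660 to 823 responses to 37 °C differed by time, and 896 to 939 genes were shared with 49.9% to 53.0% larger at ZT6, so the draw used lies at the low end of most of these counts or below. The median LFC of all genes moved by under 0.1 in both settings. Thinning turned the sign of small list medians, of reference genes at 10 °C at ZT1, of morning and day clock, abscisic acid and paper-named genes in *cca1lhy*, of HSF and other clock genes in *prr7prr9* at 22 °C and of paper-named genes at 37 °C at ZT6. Without the 4 libraries ZT6 gave 726 and 528 DEGs at 37 °C in WT and *prr7prr9*, 33 and 26 at 10 °C, 12, 14 and 84 between genotypes at 10 °C, 22 °C and 37 °C, interactions of 895 and 648, 1614 in the union, 1584 responses to 37 °C that differed by time, and 421 shared genes with 81.2% larger at ZT6.

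Leaving out 1 library gave these ranges at ZT1: 3342 to 3648 DEGs at 37 °C in WT, 3255 to 3427 in *cca1lhy*, 396 to 532 and 492 to 623 at 10 °C, 339 to 411, 419 to 472 and 525 to 633 between genotypes at 10 °C, 22 °C and 37 °C, 6315 to 6556 in the union, and interactions of 140 to 314 and 2 to 4. At ZT6 they were 3285 to 4009 and 2933 to 4414 at 37 °C, 1113 to 1435 and 356 to 565 at 10 °C, 3 to 19, 44 to 69 and 42 to 368 between genotypes, 8212 to 9969 in the union, and interactions of 0 to 50 (1258 genes at unadjusted p < 0.05 at the 0 without *prr7prr9* 22 °C replicate 2) and 5 to 24. Between the times 1127 to 2755 responses to 37 °C and 1953 to 2863 to 10 °C differed, 1530 to 1914 genes were shared with 61.3 to 69.4% larger at ZT6, and 80 to 98 genes were clock-modulated. Each of the 4 libraries brought the 1122 DEGs of *prr7prr9* at 10 °C down by over 1.5 times: 356 without 10 °C replicate 1, 360 without replicate 2, 565 without 22 °C replicate 2 and 466 without replicate 3. The ZT6 interaction with 10 °C, 26 genes, fell to 5 and 6 without *prr7prr9* 10 °C replicates 1 and 2, to 11 and 8 without *prr7prr9* 22 °C replicates 2 and 3, to 11 without WT 10 °C replicate 1 or 2, and to 10 without WT 22 °C replicate 3.

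The results for named genes that changed sign in a setting were not called with the settings of the text. The difference between the times at 37 °C ran for *TOC1* over −0.44 to 0.46 with 1 library left out, and turned to −0.31 with ZT1 replicates 3 and 4 and −0.061 thinned. For *HSFA1D* it ran over −0.20 to 0.46, and turned to −0.22 with ZT1 replicates 3 and 4, −0.18 with the raised lowest value and −0.068 thinned. For *HSFB4* it ran over −0.029 to 0.59, and turned to −0.14 with ZT1 replicates 2 and 3, −0.10 with the raised value and −0.30 thinned. For *HAI1* it turned to −0.16 with ZT1 replicates 3 and 4 and −0.30 thinned, and for *HSFA6B* to −0.13 with the raised value. With 1 library left out it ran over −0.82 to 0.063 for *HSFA1E* and −0.58 to 0.16 for *HSFA7A*, which had 0.063 without the 4 libraries. The difference at 10 °C of *CBF2* turned from 0.83 to −0.0019 with the raised value.

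The 37 °C response of *TOC1* at ZT1 ran over −0.23 to 0.11 with 1 library left out and turned to 0.26 with replicates 3 and 4 and 0.14 thinned. At ZT6 it ran over −0.51 to 0.40 and turned to 0.077 thinned. That of *LHY* at ZT6 ran over −0.99 to 0.62 and was 0.027 without the 4 libraries, and that of *ZTL* at ZT1 turned to 0.016 with replicates 2 and 4. *CDF6* in *cca1lhy* against WT at 37 °C turned to 0.22 with replicates 2 and 3. For *HB21* the difference of *prr7prr9* from WT at 37 °C ran over −0.92 to 0.13 and the ZT1 interaction over −0.013 to 0.57 with 1 library left out. The ZT6 interaction of *HSFA3* turned to −0.17, and *GolS3* in *prr7prr9* against WT at 37 °C to 0.0000, with thinned libraries.

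Of 347 results for named genes, 1 lost its call and 1 gained one without the trend, 3 lost it without a filter, 5 gained it at an adjusted p alone, 81 lost it with only the groups compared, and 52 lost it and 1 gained it with thinned libraries. Of 227 that use ZT1, 33, 41 and 10 lost it with replicates 2 and 3, 2 and 4, and 3 and 4. Of 168 that use ZT6, 87 lost it without the 4 libraries and 8 with the raised lowest value. Over 2550 combinations of a result and a library left out, 48 lost the call, 9 gained it and 18 turned in sign.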

Differences from the paper's values

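The settings named here were chosen before the data were examined, except where stated, and the counts use the paper's thresholds of LFC > |1| and FDR < 0.05. The paper gives 5 genes with opposite responses to 37 °C at ZT1 and ZT6, and 9 were found here. The value fell within 1.5 times the paper's without a filter on low values (6), with ZT1 replicates 2 and 3 (6) and with replicates 3 and 4 (5), and in 10 of 18 fits with 1 library left out (range 3 to 10). It did not without the trend (8), at an adjusted p alone (33), with the replicate block (8), with only the groups compared (0) or with replicates 2 and 4 (3).

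For genes that respond to temperature and differ between mutant and WT at that temperature, the paper gives 213 and 366 were found. Within 1.5 times were the fits of only the groups compared (178) and of ZT1 replicates 2 and 3 (177). The others were not: without the trend 353, without a filter 340, adjusted p alone 1443, replicate block 348, replicates 2 and 4 134, replicates 3 and 4 426, and none of 34 fits with 1 library left out (330 to 621). Of these the paper gives 150 for 37 °C alone, against 242 here, with the same settings within (111 and 140) and the same ones outside (243, 230, 1125, 230, 94 and 306, and 229 to 519 in 33 fits with 1 library left out). For 10 °C alone the paper gives 55, against 99, with the fit of only the groups compared within (62), as were 6 of 33 fits with 1 library left out (77 to 114). Outside were the fits without the trend (89), without a filter (88), at an adjusted p alone (220), with the block (89), and with replicates 2 and 3 (31), 2 and 4 (32) and 3 and 4 (91). For both temperatures the paper gives 8, against 25, and replicates 2 and 3 (6) and 2 and 4 (8) came within. Without the trend (21), without a filter (22), at an adjusted p alone (98), with the block (29), with only the groups compared (5), with replicates 3 and 4 (29) and in 25 fits with 1 library left out (19 to 27) it did not.

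Of the clock-modulated genes the paper gives 17 as ChIP-seq targets of the clock factors, and 29 were found. Without the trend (24), without a filter (25), with the block (24), with only the groups compared (16), with ZT1 replicates 2 and 3 (12) and in 7 of 30 fits with 1 library left out (24 to 32) the value came within 1.5 times. At an adjusted p alone (88), with replicates 2 and 4 (10) and with 3 and 4 (27) it did not. Of the targets called at 37 °C at both times the paper gives 5 as clock-modulated, and 10 were found. The replicate block (6), replicates 2 and 3 (5), 2 and 4 (4) and 5 of 20 fits with 1 library left out (4 to 12) came within. Without the trend (10), without a filter (10), at an adjusted p alone (25), with only the groups compared (1) and with replicates 3 and 4 (10) it did not.

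The paper states that *HB21* is not upregulated at 37 °C in either mutant. Here limma called it in *cca1lhy* (LFC 1.50, adjusted p = 5.9e-05) and in *prr7prr9* (2.68, adjusted p = 0.0016), while its difference between mutant and WT at 37 °C was not called, as the paper has it. The call in *prr7prr9* was lost with only the groups compared (2.68, adjusted p = 0.067). Among settings chosen after the data were seen, thinned libraries ended both calls (0.71, adjusted p = 0.0060 in *cca1lhy* and 0.93, adjusted p = 0.070 in *prr7prr9*), and leaving out 4 ZT6 libraries ended the one in *prr7prr9* (2.09, adjusted p = 0.057).

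The paper names 6 HSF genes whose response to 37 °C differs between the times. None of them passed the test of that difference here, with *HSFA3* (1.18, adjusted p = 0.10) and *HSFA6B* (1.26, adjusted p = 0.16) closest. *HSFA3* passed with the replicate block (1.18, adjusted p = 0.042) and without WT 22 °C replicate 3 of ZT6 (1.63, adjusted p = 0.039), and *HSFA1E*, the other way, with the lowest value of ZT6 raised to that of ZT1, a setting chosen after the data were seen (−1.0, adjusted p = 0.046). If the paper's *HSF4* is the gene also called *HSFB1*, that gene passed, with 1.56, adjusted p = 1.7e-05, whereas *HSFB4* did not. The paper states that *CBF2* responds more to 10 °C at ZT6 and that *CDF6* is induced less by 10 °C in *cca1lhy*. The LFCs lie in those directions, and the tests of the differences gave 0.83, adjusted p = 0.33 and −1.60, adjusted p = 0.79. The paper states that *PLATZ2* is raised in *cca1lhy* at 37 °C alone, and the interaction was 0.99, adjusted p = 0.26.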

Other observations

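Chaperones fell in the cold at dawn. At 10 °C at ZT1 HSP90.3 (AT5G56010), a cytosolic HSP90, had an LFC of −2.84 ± 0.24, adjusted p = 2.4e-08 (n = 3 and 4), and its tandem relative HSP90.2 (AT5G56030) −2.57 ± 0.23. Of 30 chaperone genes 16 were downregulated and none upregulated (median −1.07; camera in limma, adjusted p = 5.1e-44, and 5.9e-04 with an estimated correlation). At ZT6 1 was downregulated (1 up and 3 down adjusted over the list alone), with an estimated-correlation p of 0.52.

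At 10 °C at ZT6 genes of sulfur and abscisic acid pathways rose, and so did root markers, and no list call among these held with an estimated correlation. APR2 (AT1G62180), a sulfate reductase, rose by 2.43 ± 0.26, adjusted p = 8.0e-04 (n = 2 per group), APK1 (AT2G14750), an APS kinase, by 1.61 ± 0.15, and NCED3 (AT3G14440), of abscisic acid synthesis, by 2.09 ± 0.19. The call of *NCED3* was lost with only the groups compared (2.09, adjusted p = 0.080) and with the thinned libraries (1.23, adjusted p = 0.093), the second a setting chosen after the data were seen. Of 13 sulfate assimilation genes 6 rose (median 0.95; adjusted p = 5.7e-08, and 0.077 with an estimated correlation), of 23 glucosinolate genes 10 (11 adjusted over the list alone; median 1.02, adjusted p = 1.2e-13, estimated 0.086), and of 17 genes of abscisic acid and water deficit 9 (11 over the list alone; median 1.4, adjusted p = 1.5e-11, estimated 0.077). Of 10 root markers 2 rose (5 over the list alone; median 1.0, adjusted p = 1.6e-05, estimated 0.13), so a larger share of root tissue is not excluded for these lists. At 37 °C at ZT6 14 glucosinolate genes fell (15 over the list alone; median −1.37, adjusted p = 3.4e-10, estimated 0.12), 3 sulfate genes fell and 2 of 8 chloroplast movement genes rose (median 0.21).

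Lists meant as checks of tissue and scaling had called members, but neither the reference genes nor the root markers passed as a list at 37 °C. Among reference genes GAPC2 (AT1G13440), a glycolytic dehydrogenase, fell at 37 °C at ZT1 (−1.72 ± 0.17) and ZT6 (−1.27 ± 0.18), and ACT2 (AT3G18780), an actin, at ZT1 (−1.31 ± 0.18). Both kept their direction in every setting, and the ZT6 call of *GAPC2* was lost with only the groups compared (−1.27, adjusted p = 0.065). Of 8 reference genes 2 fell at ZT1 (median −0.40; adjusted p = 0.066) and 1 at ZT6 (median −0.39; adjusted p = 0.22). Among root markers PYK10 (AT3G09260), a beta-glucosidase of endoplasmic reticulum bodies, fell at both times (−2.15 ± 0.26 and −2.27 ± 0.32). With only the groups compared its ZT6 call was lost too (adjusted p = 0.063). Of 10 root markers 2 fell at ZT1 (median −0.44; adjusted p = 0.11) and 1 at ZT6 (adjusted p = 0.14). Of 3 other clock genes none was called at ZT1 and 2 rose at ZT6 at 37 °C (adjusted p = 0.047, estimated 0.30). The leaf markers at ZT6 had an adjusted p of 0.036 and an estimated p of 0.30. Of the 14 genes the paper names outside these lists, 7 rose and 4 fell at 37 °C at ZT1 and 6 rose and 4 fell at ZT6, and with thinned libraries, a setting chosen after the data were seen, 1 rose and none fell at ZT6.

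Mutants responded to 10 °C with 552 DEGs in *cca1lhy*, 330 of them not called at 37 °C, and 1122 in *prr7prr9*, 774 of them not called at 37 °C. Responses to 37 °C and 10 °C in WT share their 22 °C libraries, and the covariance of the LFCs was 0.0263 at ZT1 and 0.0847 at ZT6, against 0.0247 and 0.0529 in simulated data with the shared controls and no response. With the ZT1 controls split between the comparisons in 2 ways, 125 and 75 genes were called in the same direction at both temperatures, against 115 with the controls shared. The 2 controls of ZT6 cannot be split, and how much of the excess there comes from them stays open.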
